# Serum miR-375-3p increase in mice exposed to a high dose of ionizing radiation

**DOI:** 10.1038/s41598-018-19763-7

**Published:** 2018-01-22

**Authors:** Mitsuru Chiba, Satoru Monzen, Chihiro Iwaya, Yuri Kashiwagi, Sunao Yamada, Yoichiro Hosokawa, Yasushi Mariya, Toshiya Nakamura, Andrzej Wojcik

## Abstract

Exposure to high-doses of ionizing radiation (IR) leads to development of a strong acute radiation syndrome (ARS) in mammals. ARS manifests after a latency period and it is important to develop fast prognostic biomarkers for its early detection and assessment. Analysis of chromosomal aberrations in peripheral blood lymphocytes is the gold standard of biological dosimetry, but it fails after high doses of IR. Therefore, it is important to establish novel biomarkers of exposure that are fast and reliable also in the high dose range. Here, we investigated the applicability of miRNA levels in mouse serum. We found significantly increased levels of miR-375-3p following whole body exposure to 7 Gy of X-rays. In addition, we analyzed their levels in various organs of control mice and found them to be especially abundant in the pancreas and the intestine. Following a dose of 7 Gy, extensive cell death occurred in these tissues and this correlated negatively with the levels of miR-375-3p in the organs. We conclude that high expressing tissues of miR-375-3p may secrete this miRNA in serum following exposure to 7 Gy. Therefore, elevated miR-375-3p in serum may be a predictor of tissue damage induced by exposure to a high radiation dose.

## Introduction

A severe consequence of exposure to high doses of ionizing radiation (IR), whether in consequence of an accident or a deliberate terrorist attach with the use of radiation sources, is the acute radiation syndrome (ARS) involving bone marrow and gastrointestinal necrosis and often leading to multi organ disease syndrome (MODS). The treatment and possible prevention of ARS requires that the dose absorbed by the victim is known^1^. ARS can fully develop after 21–60 days post exposure, with earlier symptoms occurring during the prodromal phase (<48 h after exposure) and the latent phase (2–20 days after exposure)^1,2^. ARS can be treated by antibiotics, cytokines, blood transfusion and/or stem cell transplantation which prevent infections, excessive immune response and tissue break down, but the treatment success is inversely correlated with the time between radiation exposure and its onset^3–8^.

The gold standard of biological dosimetry is the chromosomal aberration assay in peripheral blood lymphocytes which, following high doses of radiation, can be modified by premature chromosome condensation (PCC)^9,10^. The doses received by the three severely exposed victims of the Tokai-mura criticality accident in 1999 (JCO accident, Japan) were analyzed by PCC, but this was only thanks to the possibility of blood collection within hours after irradiation, before the occurrence of leukopenia^9^. The disadvantage of the chromosomal aberration assay is that it is time consuming due to the necessity to culture lymphocytes^11,12^. In case of a large radiation emergency this is a serious problem and there is a need to develop new, faster assays which allow for a quick triage of people who are at risk of developing ARS^13,14^.

Recently, several studies indicated that stable miRNAs in blood serum/plasma may be suitable as biomarkers of exposure^15,16^. MiRNAs are endogenous, 18–25 nucleotides non-coding RNAs, which were discovered in 1993 in *Caenorhabditis elegans*^17^. MiRNA genes are transcribed by RNA polymerase II into long primary miRNAs (pri-miRNAs). These pri-miRNAs are processed in the nucleus into 70–80 nucleotide precursor miRNAs (pre-miRNAs) by the RNase III enzyme Drosha. Pre-miRNAs are then actively transported from the nucleus to the cytoplasm by Exportin-5 where they are processed by the enzyme Dicer. Dicer is an RNase III endonuclease that cleaves the pre-miRNAs into their mature forms which become stably associated with RNA-induced silenced complexes^18^. MiRNAs regulate gene expression post-transcriptionally both in animals and plants. Recently, a number of miRNAs were found in extracellular spaces, and some of these were embedded in extracellular vesicles (EVs) such as exosomes or apoptotic bodies. Valadi *et al*. discovered that exosomes including various mRNAs and miRNAs were released from cells to extracellular space. These extracellular RNAs can be taken up by other cells^19^. In addition, complexes of extracellular miRNAs and Argonaute 2, a high-density lipoprotein, as well as other RNA-binding proteins were detected in body fluids and cell culture supernatants^20–23^.

The diagnostic value of miRNAs circulating in body fluids was recently suggested. Nonaka *et al*. reported that miR-103 and miR-720 in serum serve as biomarkers for patients with colorectal cancer^24^. Likewise, Jacob *et al*. showed that the expression of miR-150, miR-200b, and miR-762 in blood serum of mice changes in relation to the dose of radiation^25^.

An intriguing question remains about the origin and role of these miRNAs. Which organs or tissues are they released from and why? In the present study we tried to find an answer to these questions by analyzing the levels of miRNA in serum of mice which received whole body doses of X-rays. The ultimate aim was to identify and validate miRNA which could serve as a fast and reliable biodosimeter.

## Results

### Exposure of mice to 7 Gy induces a strong ARS

It is known that a whole body dose of 7 Gy X-rays is lethal to mice, involving bone marrow depletion and reduction of peripheral white blood cells (PWBC)^26^. In order to confirm these results and verify that a dose of 7 Gy induces a strong ARS in our mouse model, we monitored the changes of body weight and the level of animal survival over a period of 30 days. Body weight gradually increased in non-irradiated mice (0 Gy), whereas it decreased in irradiated animals, starting from day 10 *post radiationem* (p.r.) (Fig. 1a). Survival rate was visualized by a Kaplan-Meier plot (Fig. 1b). In the non-irradiated group it was 100% on day 30, whereas in the irradiated group it gradually decreased from day 12 p.r. and reached 0% on day 20. The median survival time of the irradiated group was 13 days. The difference between the irradiated and non-irradiated group was highly significant (*P = *0.002).

**Figure 1:**
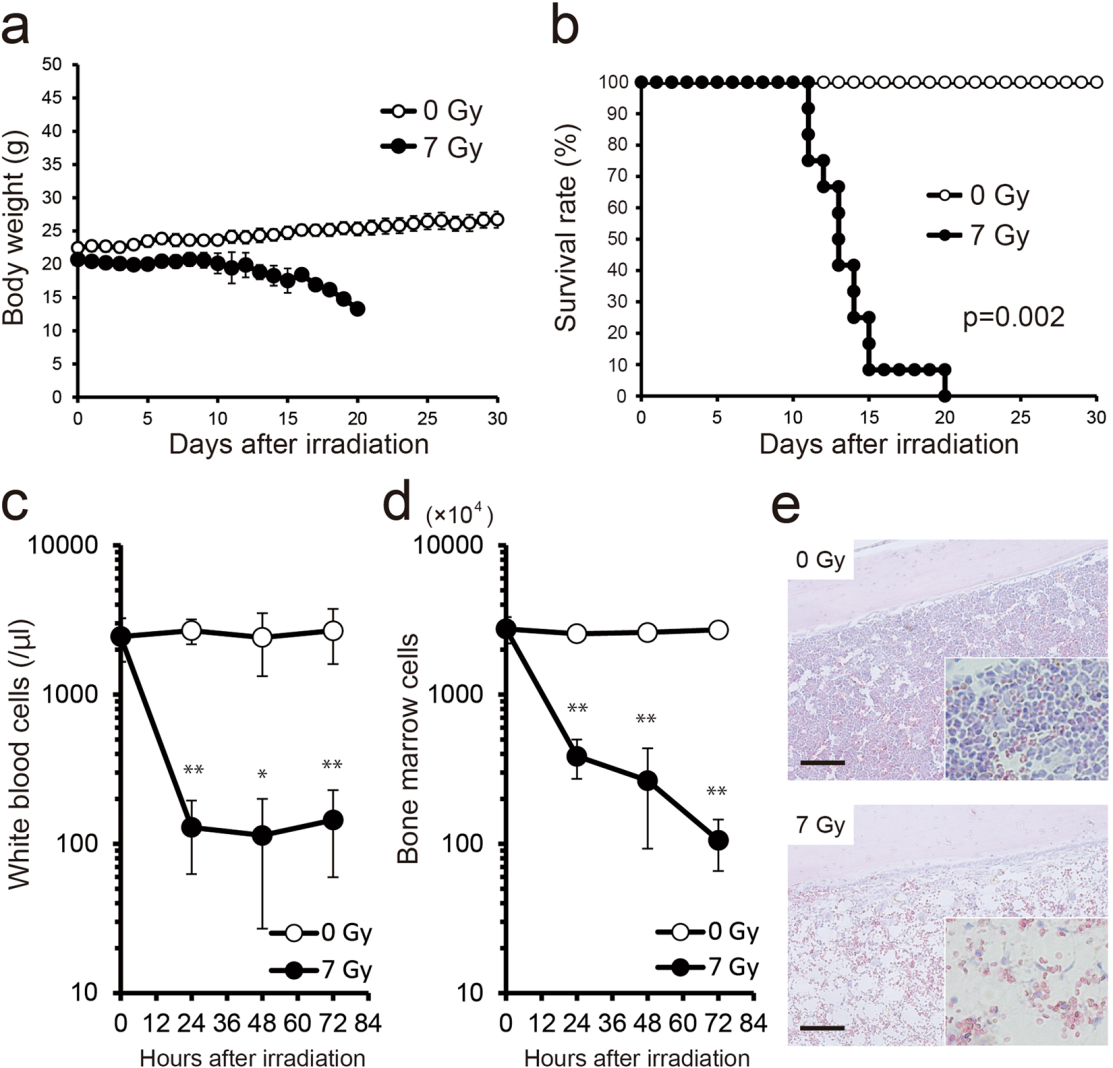
Effects of exposure to 7 Gy of X-ray. (**a**) Daily body weight changes of irradiated C57BL/6 N male mice (7 Gy, *n* = 12) and non-irradiated controls (0 Gy, *n* = 6) until day 30 after irradiation. The data are expressed as means ± standard deviations. (**b**) A Kaplan-Meier plot for the survival of irradiated and control mice. Statistical difference between irradiated animals and controls was determined by log-rank test, with *P* ≤ 0.05 considered as significant. (**c**) Mean counts of peripheral white blood cells (PWBC) in irradiated mice. (**d**) Counts of bone marrow cells in irradiated mice. PWBC and bone marrow cells decreased significantly at 24 h, 48 h and 72 h after irradiation compared to 0 Gy (each *n* = 6−7). Statistical significance was examined by Student’s *t*-test (*P ≤ 0.01, **P ≤ 0.001). (**e**) Hematoxylin and eosin staining of decalcified thighbone sections in irradiated mice. HE staining was performed to visualize the fine structures of the thighbone. Bone marrow cells in mice at 72 h after 7 Gy irradiation decreased clearly as compared to 0 Gy. Scale bars, 100 μm.

We also analyzed the counts of PWBC and bone marrow cells using a counting chamber. Compared to the non-irradiated group (0 Gy), counts of PWBC and bone marrow cells decreased significantly after 24 h, 48 h and 72 h p.r. (Fig. 1c and d). A severe decrease in bone marrow cell numbers was also evident from histological images of thigh bones at 72 h p.r. (Fig. 1e). These results demonstrate that a whole body dose of 7 Gy X-rays leads to the formation of a strong ARS in our mice.

### MiRNA expression changes in mouse serum after exposure to 7 Gy of X-rays

At 0 h, 24 h, 48 h and 72 h after 7 Gy irradiation, serum RNAs in blood sera were extracted using Isogen II reagent as described in materials and methods. Peaks of 25–200 nucleotides were detected by an Aglient 2100 Bioanalyzer and pico kits, and 18 S and 28 S ribosomal RNAs were not detected (Fig. 2a). This indicated a high level of extracellular small RNAs in sera. To identify increasing and/or decreasing miRNAs in sera of irradiated mice, we performed the Agilent mouse miRNA microarray assay. 

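Serum miRNAs of 4 non-irradiated mice (0 Gy) and of 4 mice irradiated with 7 Gy were measured on a 1-colour Agilent mouse miRNA microarray, with 1 array per serum. The mice were male C57BL/6NJcl mice aged 8 weeks at irradiation. The irradiated sera were taken at 72 h, and the paper's text does not name the time for the non-irradiated sera on the arrays. The array carries probes for 1881 mouse miRNAs. All 8 arrays shared 1 slide and 1 scan, with the 0 Gy sera in slide columns 1 and 2 and the 7 Gy sera in columns 3 and 4, so that slide column and group cannot be told apart, whereas both slide rows hold both groups. The deposited values are intensities from Agilent Feature Extraction. The software subtracted the background of each spot, summed the signals over the probes of a miRNA, and wrote 0.1 for a miRNA that it did not call detected. No normalization between arrays had been applied to these values.

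The number of miRNAs called detected was 603, 600, 531 and 541 on 0 Gy replicates 1 to 4 and 379, 687, 378 and 567 on 7 Gy replicates 1 to 4. The mean was 569 ± 38.1 (SD, n = 4) at 0 Gy and 503 ± 152 (SD, n = 4) at 7 Gy (two-sided exact permutation test, p = 0.371). The labelling spike-ins, control RNAs added to each serum RNA before it was labelled with Cy3, had a log10 signal of 3.68, 3.45, 2.73 and 3.37 at 0 Gy and 2.31, 3.35, 1.95 and 1.97 at 7 Gy. Feature Extraction placed 7 Gy replicates 1, 3 and 4 outside its accepted range for these spike-ins, and the group means differed by −0.909 (two-sided exact permutation test, p = 0.0571). The hybridization spike-ins, added later, were in range on all 8 arrays. Their log10 signal was 4.42 ± 0.0758 (SD, n = 4) at 0 Gy and 4.16 ± 0.238 (SD, n = 4) at 7 Gy (two-sided exact permutation test, p = 0.0857).

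As in the paper's methods, each array was scaled to a common 90th percentile over all mouse miRNAs. The methods' lower cut-off of 100, which they do not specify as a floor or a filter, was read as a floor: signals under 100 were set to 100, and log2 was taken. The 90th percentile before scaling was 91.2, 78.8, 33.4 and 38.3 at 0 Gy and 8.21, 93.9, 7.68 and 47.1 at 7 Gy, so that the scaling multiplied the signals of 7 Gy replicates 1 and 3 by 4.33 and 4.63. Of 633 miRNAs detected on at least 3 arrays, 425 lay at the floor of 100 on every array, and the other 208 were tested between the groups with limma and Benjamini-Hochberg adjustment. In data simulated from these arrays, this test recovered 11% of changes of 1 on the log2 scale, 39.5% of changes of 2 and 64% of changes of 3, and the number of arrays limits the precision.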

Cyanine-3 (Cy3) labelled miRNA was synthesized using the miRNA complete labelling and hyb kit (Agilent Technologies, Santa Clara, CA, USA) and 30 ng of total RNA isolated from 200 µl of serum as described in materials and methods. 

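At 72 h after 7 Gy, 4 serum miRNAs were higher and 4 were lower than at 0 Gy among the 208 tested (limma, adjusted p under 0.05). The higher ones were miR-5128, miR-709, miR-3470a and miR-3473e. The lower ones were miR-25-3p, which belongs to a cluster paralogous to miR-17-92, let-7b-5p of the let-7 family, miR-140-3p and miR-130b-3p. The scaled signal of miR-25-3p was 2967 ± 1279 (SD, n = 4) at 0 Gy and 317 ± 435 (SD, n = 4) at 7 Gy, a log2 fold change of −3.96 (standard error 0.81, adjusted p = 0.0474 from limma). For let-7b-5p the log2 fold change was −2.50 (standard error 0.42, adjusted p = 0.0371 from limma), and for miR-130b-3p it was −1.35 (standard error 0.15, adjusted p = 0.0070 from limma). miR-3473e had a log2 fold change of 1.20 (standard error 0.23, adjusted p = 0.0474 from limma). These sizes are limited by the floor, where 3 irradiated arrays lay for miR-25-3p and let-7b-5p, 4 irradiated arrays for miR-130b-3p and 4 non-irradiated arrays for miR-3473e. At an unadjusted p under 0.05, 46 miRNAs were higher and 16 lower. In 14 miRNAs every irradiated array lay above every non-irradiated one and in 11 every one lay below, together 12.0% of those tested, where chance gives 2.86%.

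Of 17 lists of miRNAs by family or source, 12 had at least 3 tested members, and 6 of these shifted down against the other tested miRNAs while none shifted up (limma's camera with a preset correlation of 0.01, adjusted over the lists). With an estimated correlation no list passed (adjusted p = 0.265 for each of the 6). The miR-17-92 and paralogous clusters, which are expressed in dividing blood precursors, were 1 of them (adjusted p = 0.0043): of 9 tested members miR-25-3p fell and 8 did not pass, among them miR-92a-3p with a log2 fold change of −2.90, miR-93-5p with −1.93 and miR-106b-5p with −0.70. The let-7 family shifted as well (adjusted p = 0.0043), with let-7b-5p lower and the other 4 tested members not past the test, such as let-7i-5p at −1.80, let-7c-5p at −1.31 and let-7g-5p at −1.07. No single member passed in the other 4 lists. These were the lymphocyte list (adjusted p = 0.0258, 7 tested, with miR-142a-3p at −1.86, miR-181a-5p at −0.32 and miR-150-5p at −0.27), the myeloid list (adjusted p = 0.0291, 4 tested, with miR-21a-5p at −2.62 and miR-223-3p at −0.89, and sharing miR-142a-3p and miR-146a-5p, at −0.10, with the lymphocyte list), the miR-29 family (adjusted p = 0.0449, 3 tested, with miR-29c-3p at −1.81 and miR-29b-3p at −0.08) and the miRNAs that the paper names from other studies (adjusted p = 0.0487, 7 tested). In the lymphocyte list every tested member except miR-342-3p lay at the floor on all 4 irradiated arrays. Such a member cannot show a rise, so that the floor partly set the lymphocyte list's direction. The same holds for the miRNAs that the paper names from other studies. Among them miR-150-5p, miR-17-3p, miR-142a-5p and miR-103-3p lay at the floor on all 4 irradiated arrays. That list is also not independent of the lymphocyte list, with which it shares miR-150-5p, miR-342-3p and miR-142a-5p. Every tested let-7 and myeloid member lay at the floor on at least 3 irradiated arrays. When adjusted over the list alone, 2 members of the miR-17-92 and paralogous clusters were lower. So was 1 member each of the let-7, lymphocyte, myeloid and miR-29 lists. In the lymphocyte and the myeloid list this is the same miRNA, miR-142a-3p. In contrast, limma's fry, which tests a list without comparing it to other miRNAs, called 1 list, the lymphocyte list (adjusted p = 0.0448). The erythroid list did not pass (adjusted p = 0.0571 from camera, 5 tested), whereas with the slide row as a block it did (adjusted p = 0.0389, from 2.4e-05 to 0.955 over the alternatives). Its most abundant red cell miRNAs were miR-451a, with a log2 fold change of −5.34 (standard error 1.94, adjusted p = 0.129 from limma), miR-486a-5p with −0.46, miR-16-5p with −2.13 and miR-15a-5p with −1.34. Within slide row 1 the median log2 fold change was −0.98 for the miR-17-92 and paralogous clusters, −2.63 for let-7, −0.20 for lymphocyte, −2.14 for myeloid and −1.06 for miR-29 miRNAs, and within slide row 2 it was −0.34, 0.00, −0.10, −0.60 and −2.56. For the erythroid list it was −2.62 and −0.068. Some members turned with the labelling spike-in signal as a covariate, an alternative chosen after seeing the data. The log2 fold change was then 0.21 for miR-21a-5p, 0.38 for miR-223-3p, 1.17 for miR-106b-5p, 0.87 for miR-16-5p and 0.081 for miR-15a-5p. Others stayed below 0, with −1.44 for miR-142a-3p, −1.87 for let-7b-5p, −0.48 for miR-181a-5p and −2.37 for miR-486a-5p. Of the 14 tested erythroid, lymphocyte and myeloid miRNAs, 9 then lay below 0 and 5 above. On the arrays with labelling spike-ins in range, also chosen later, miR-29c-3p had 0.39 and miR-451a 0.068, and miR-486a-5p had 0.12 with array weights.

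Of the 100 tested miRNAs with a miRBase number of 1000 or more, most of them found by deep sequencing, 3 were higher and 0 lower, and of the 108 with lower numbers 1 was higher and 4 lower. The median log2 fold change was 0.51 in the first class and −0.14 in the second, a difference of 0.66 (camera p = 1.8e-15 with the preset correlation, p = 0.0801 with an estimated correlation), which is not independent evidence because the class was chosen after reading Supplementary Table S1, selected by the study on these samples. The difference was 0.51 within slide row 1 and 0.66 within slide row 2. It was 0.20 with normexp background correction and 1.07 without 7 Gy replicate 2. In settings chosen after seeing the data it was 0.092 with the labelling spike-in signal as a covariate and 3.81 with no floor. With no floor a miRNA not called detected enters through the 0.1 that the software wrote. The value of 3.81 therefore partly reflects detection calls and is not a size of the signal difference. Taken against the 0 Gy mean, the difference on single arrays was 0.61, 0.99 and 1.24 on 7 Gy replicates 1, 3 and 4, whose labelling spike-ins were out of range, and 0.09 on 7 Gy replicate 2. It was −0.46, −0.04 and 0.09 on 0 Gy replicates 1, 2 and 4 and 0.36 on 0 Gy replicate 3, the non-irradiated array with the lowest labelling signal. Of 59 miRNAs detected on every 0 Gy array and on at most 1 irradiated array, 56 were detected on 7 Gy replicate 2 alone among the irradiated arrays.

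The split of calls changed with the scaling, to 7 higher and 11 lower with the 75th percentile of the miRNAs detected on all arrays and 6 and 1 with their 90th percentile, under both of which 0 lists shifted, to 2 and 4 with quantile normalization, and in limma 0 and 0 with no scaling (1 and 17 at an unadjusted p under 0.05) or spike-in scaling (6 and 9 unadjusted). With the slide row as a block, 18 were higher, 8 were lower and 6 lists shifted, with the erythroid list among them and the miRNAs that the paper names from other studies no longer so (adjusted p = 0.0527). With the labelling spike-in signal as a covariate, an alternative chosen after seeing the data, 0 miRNAs were higher and 0 lower in limma (12 and 21 at an unadjusted p under 0.05), and 0 lists shifted. Without 7 Gy replicate 2 the calls were 48 higher and 11 lower, and without 0 Gy replicate 2 they were 0 and 0 (23 and 12 at an unadjusted p under 0.05).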

The levels of miRNAs in 7 Gy irradiated samples (72 h) were compared to non-irradiated samples (0 Gy). 

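The 12 miRNAs listed as increasing in Supplementary Table S1 all had a higher mean log2 signal at 7 Gy, and the 6 listed as decreasing all had a lower one. Of these, 3 increasing miRNAs and 1 decreasing miRNA passed the test across all 208 miRNAs (limma, adjusted p under 0.05). The scaled signal of miR-5128 went from 652 ± 233 (SD, n = 4) at 0 Gy to 2265 ± 741 (SD, n = 4) at 7 Gy, a log2 fold change of 1.80 (standard error 0.37, adjusted p = 0.0474 from limma). That of miR-3470a went from 130 ± 16.0 (SD, n = 4) to 321 ± 73.6 (SD, n = 4), a log2 fold change of 1.29 (standard error 0.18, adjusted p = 0.0202 from limma). miR-140-3p, an abundant miRNA of cartilage, fell from 2140 ± 803 (SD, n = 4) to 362 ± 248 (SD, n = 4), a log2 fold change of −2.71 (standard error 0.55, adjusted p = 0.0474 from limma).

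The remaining members did not pass across all miRNAs tested, with adjusted p from 0.0510 to 0.135 (limma). Among the increasing ones, miR-1897-5p had the largest log2 fold change, 2.27 (standard error 0.56), and miR-3473b the smallest, 0.87 (standard error 0.23). Between these lay miR-8110 at 1.68, miR-5126 at 1.64, miR-3473f at 1.61, miR-7118-5p at 1.40, miR-7082-5p at 1.33 and miR-5100 at 1.21. With no scaling miR-3473b had −0.40 and miR-5100 −0.055, and on the arrays with labelling spike-ins in range, an alternative chosen after seeing the data, miR-7118-5p had −0.041. Among the decreasing ones, miR-92a-3p, a member of the miR-17-92 cluster, went from 2075 ± 711 (SD, n = 4) to 352 ± 319 (SD, n = 4). The log2 fold change was −2.09 (standard error 0.65) for miR-29a-3p, −1.83 (standard error 0.40) for miR-222-3p, a miRNA of endothelial and blood precursor cells, −1.47 (standard error 0.48) for miR-30e-5p and −1.23 (standard error 0.43) for miR-425-5p. With labelling spike-in scaling, chosen after seeing the data, miR-30e-5p had 0.29 and miR-425-5p 0.22. For miR-425-5p 3 irradiated arrays lay at the floor and for miR-92a-3p 1 did, which limits the size of both changes. In 6 increasing and 4 decreasing miRNAs the irradiated and non-irradiated arrays did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow).

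When adjusted over the list alone, 12 and 6 miRNAs passed, which is not independent evidence because the study chose the lists on these samples. By the methods' t-test, with an unadjusted p under 0.05 and 1.5-fold changes, all 12 and all 6 met the threshold, among 34 higher and 14 lower miRNAs of the 208. Of the increasing miRNAs 10 have a miRBase number of 1000 or more, and of the decreasing ones 0 do. The mean log2 signal of the 12 increasing miRNAs was 11.09, 11.27 and 10.95 on 7 Gy replicates 1, 3 and 4, whose labelling spike-ins were out of range, 10.05 on 7 Gy replicate 2, and between 8.80 and 9.80 on the 0 Gy arrays. With the slide row as a block 8 increasing and 4 decreasing miRNAs passed, and without 7 Gy replicate 2 10 and 5 did. With the labelling spike-in signal as a covariate 0 and 0 passed. The log2 fold change was then 1.26 for miR-3470a, 1.78 for miR-375-3p, −2.30 for miR-222-3p and −1.20 for miR-425-5p, at least 0.974 of that without the covariate. The remaining members kept from 0.154 (miR-7118-5p) to 0.735 (miR-140-3p) of theirs.

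**Figure D1:**
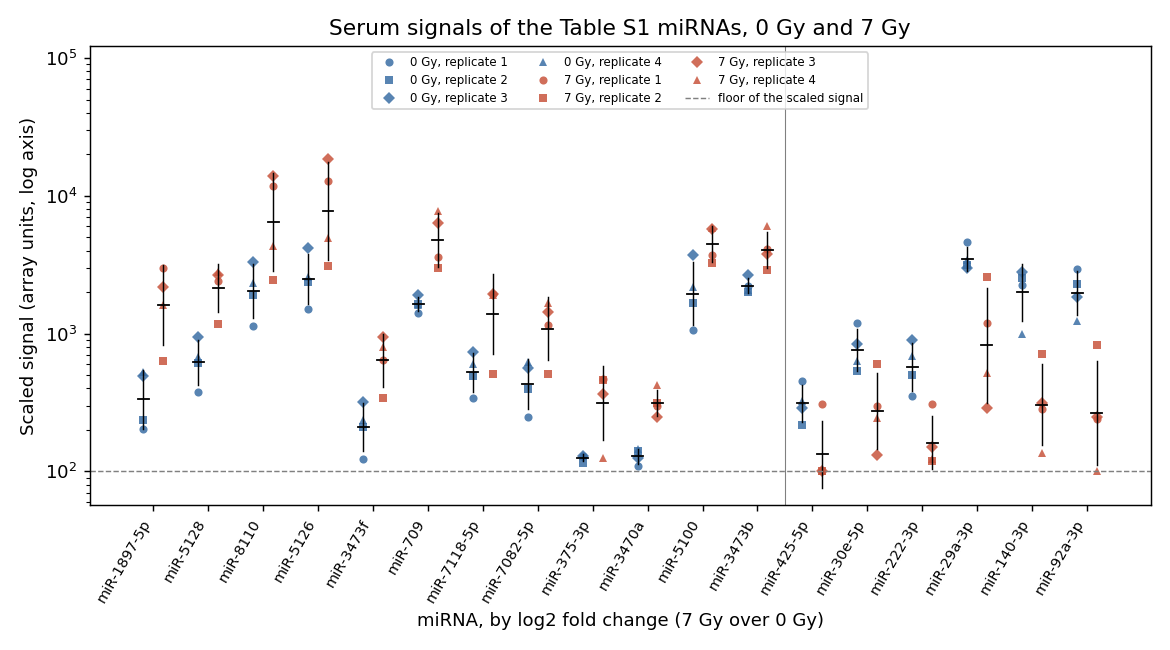
Scaled signal of the 18 miRNAs of Supplementary Table S1 on each array (y axis, log scale, in array units), with the 0 Gy arrays in blue and the 7 Gy arrays in red. Each point is 1 array, horizontal bars are means and vertical bars are SD of the log2 signals (n = 4 per group), and the dashed line is the floor of 100; miR-5128, miR-709, miR-3470a and miR-140-3p passed the test across all miRNAs.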

Increasing 12 and decreasing 6 miRNAs were identified by Student’s *t*-tests with a cut off *P*-value of 0.05 and 1.5-fold changes (Fig. 2b and Supplementary Table S1).

**Figure 2:**
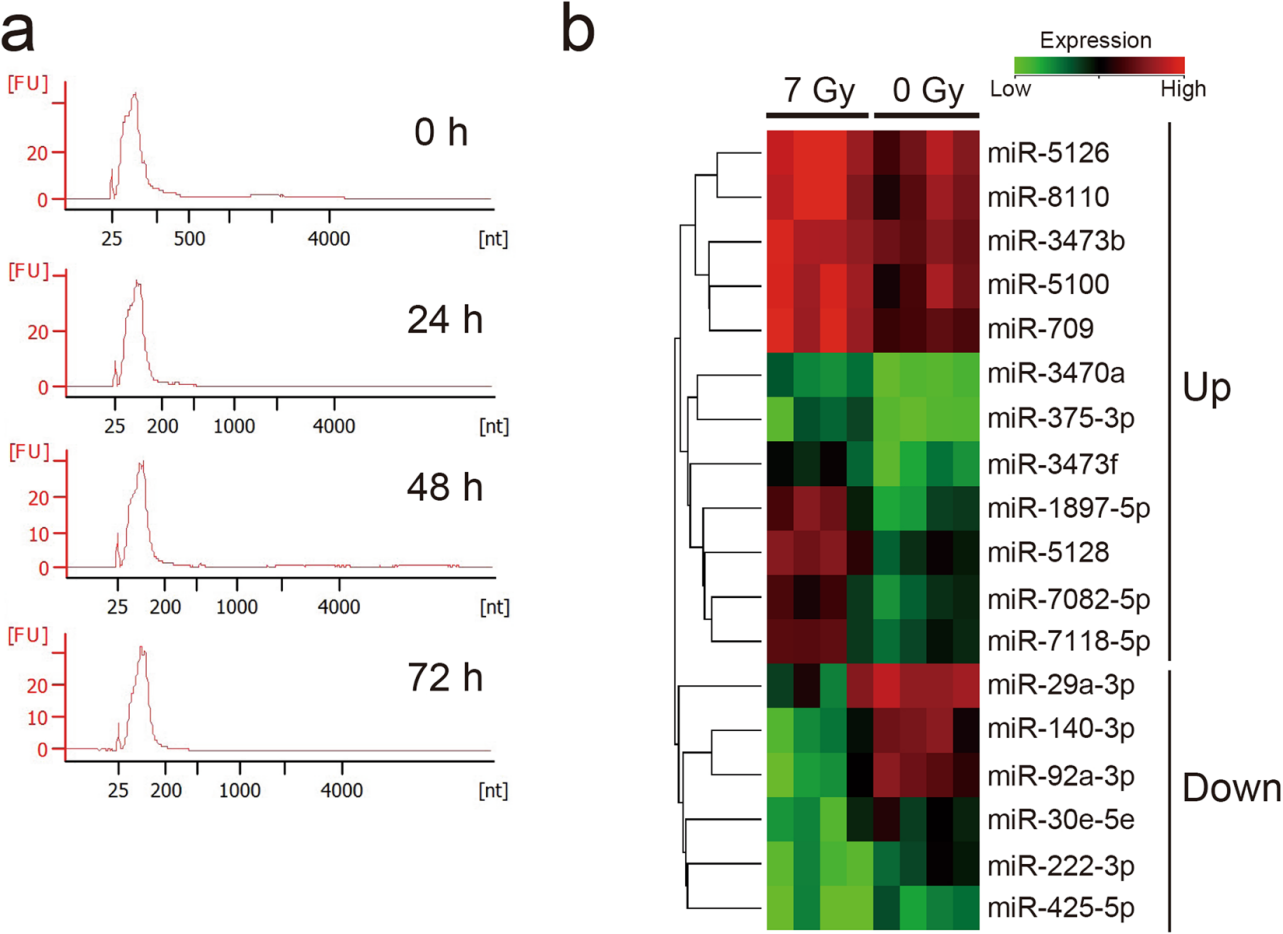
Identification of differentially expressing miRNAs in serum of mice exposed to 7 Gy of X-rays. (**a**) Detection of serum RNAs in mice. Sera were obtained from mice at 0 h, 24 h, 48 h and 72 h after 7 Gy irradiation. Serum RNAs were extracted using Isogen II reagent (Nippongene) as described in materials and methods. Extracellular small RNAs were detected in all samples using an Agilent Bioanalyzer (Agilent Technologies). (**b**) Expression analysis of increasing and/or decreasing miRNAs in serum of mice (each *n* = 4) exposed to a 7 Gy of X-ray using an Agilent mouse miRNA microarray. Heat map showing variations in a part of 18 radio-responsive miRNAs, identified by the Student’s *t*-test with a cut off *P*-value of 0.05 and 2.0-fold changes using GeneSpring GX14.5 software (Agilent Technologies). Increasing 12 miRNAs and decreasing 6 miRNAs were identified, respectively.

### MiR-375-3p and miR-709 levels increase in serum of mice exposed to 7 Gy of X-ray

Selected radio-responsive miRNAs identified from the cluster analysis shown in Fig. 2b were further validated by reverse transcription quantitative polymerase chain reaction (RT-qPCR) as described in materials and methods. We chose miR-375-3p and miR-709 as candidate serum biomarkers of a strong ARS because these miRNAs were most frequently reported among increasing 12 miRNAs. 

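On the arrays, miR-709 rose in serum at 72 h after 7 Gy. Its scaled signal was 1640 ± 197 (SD, n = 4) at 0 Gy and 5176 ± 2265 (SD, n = 4) at 7 Gy, a log2 fold change of 1.56 (standard error 0.32, adjusted p = 0.0474 from limma), and all 4 irradiated arrays lay above all 4 non-irradiated ones. miR-375-3p, a miRNA of pancreatic islets, had a scaled signal of 126 ± 7.20 (SD, n = 4) at 0 Gy and 354 ± 159 (SD, n = 4) at 7 Gy. Its log2 fold change of 1.32 (standard error 0.42) did not pass across the 208 miRNAs (adjusted p = 0.117 from limma; two-sided exact permutation test, p = 0.114). It was higher on 3 of 4 irradiated arrays, at 470, 457 and 362 on 7 Gy replicates 1 to 3, whereas 7 Gy replicate 4 had 126 and lay among the non-irradiated arrays.

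The signals before scaling were 330, 255, 122 and 140 for miR-375-3p at 0 Gy and 109, 1208, 78.2 and 167 at 7 Gy. For miR-709 they were 3643, 3607, 1785 and 1732 at 0 Gy and 825, 7947, 1370 and 10293 at 7 Gy. With no scaling the log2 fold change was 0.15 for miR-375-3p (adjusted p = 0.932 from limma) and 0.30 for miR-709 (adjusted p = 0.867 from limma). Within slide row 1 the log2 fold change was 1.93 for miR-375-3p and 1.11 for miR-709, and within slide row 2 it was 0.72 and 2.01. Without 7 Gy replicate 4 miR-375-3p passed, with a log2 fold change of 1.76 (adjusted p = 0.0018 from limma). For miR-709, leaving out any single array other than 7 Gy replicate 2 ended the call, with log2 fold changes between 1.32 and 1.70. With the labelling spike-in signal as a covariate, the log2 fold change was 1.78 (standard error 0.55) for miR-375-3p and 0.91 (standard error 0.28) for miR-709, each with an adjusted p of 0.194 from limma. Over the 32 alternatives the log2 fold change stayed above 0 for both, with adjusted p from 0.0018 to 0.932 for miR-375-3p and from 0.0047 to 0.867 for miR-709. Some alternatives cannot move the log2 fold change and say nothing about its direction. These were the filters on detection, the trended prior, the methods' t-test and the replicate and slide row blocks. The floor before scaling repeats no scaling. From the increasing miRNAs of Fig. 2b, the paper reasons that this pair, already reported most often, are candidate serum biomarkers, and it measured both by RT-qPCR in Fig. 3.

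**Figure D2:**
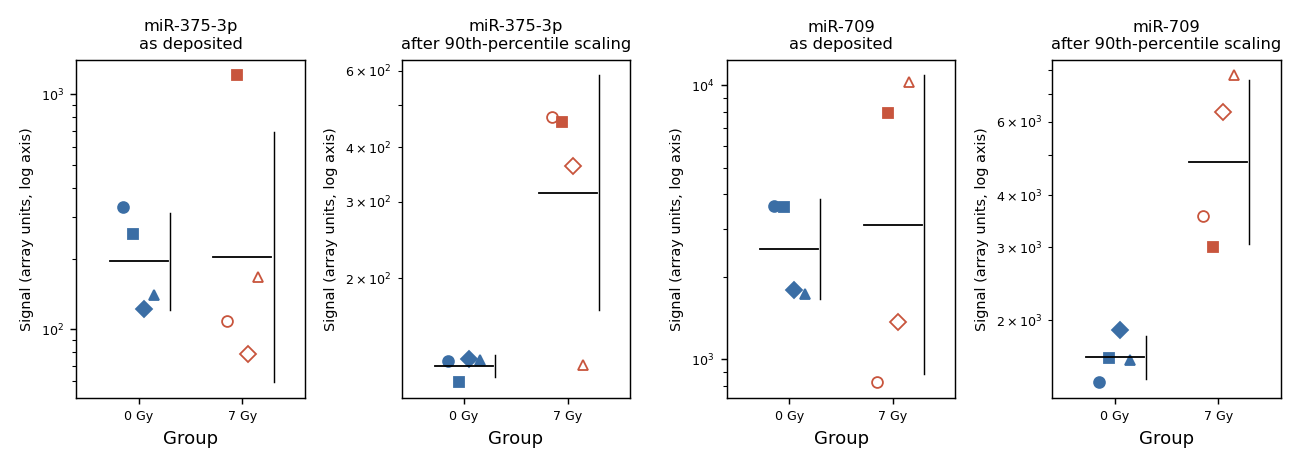
Signals of miR-375-3p and miR-709 on each array (y axis, log scale, in array units) as deposited and after scaling to the 90th percentile, with 0 Gy in blue and 7 Gy in red. Marker shapes stand for replicates 1 to 4 (circle, square, diamond, triangle), open markers are arrays whose labelling spike-ins were out of range, horizontal bars are means and vertical bars SD of the log2 signals; after scaling the 4 irradiated arrays of miR-709 sit between 3009 and 7778, all above the non-irradiated ones.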

At 48 h and 72 h after 7 Gy irradiation the expression of miR-375-3p in serum was significantly increased as compared with 0 Gy: respectively, 2.35-fold (*P* ≤ 0.05) and 5.91-fold (*P* ≤ 0.01) (Fig. 3a). At 72 h after 7 Gy irradiation the expression of miR-709 in serum was significantly increased as compared with 0 Gy: 3.94-fold (*P* ≤ 0.05) (Fig. 3b). We carried out a receiver-operating characteristic (ROC) analysis, and found the area under the curve (AUC) of miR-375-3p and miR-709 to be 0.960 and 0.964, respectively (Fig. 3c). These values suggest that miR-375-3p and miR-709 in serum are sensitive and specific biomarkers of exposure to 7 Gy.

**Figure 3:**
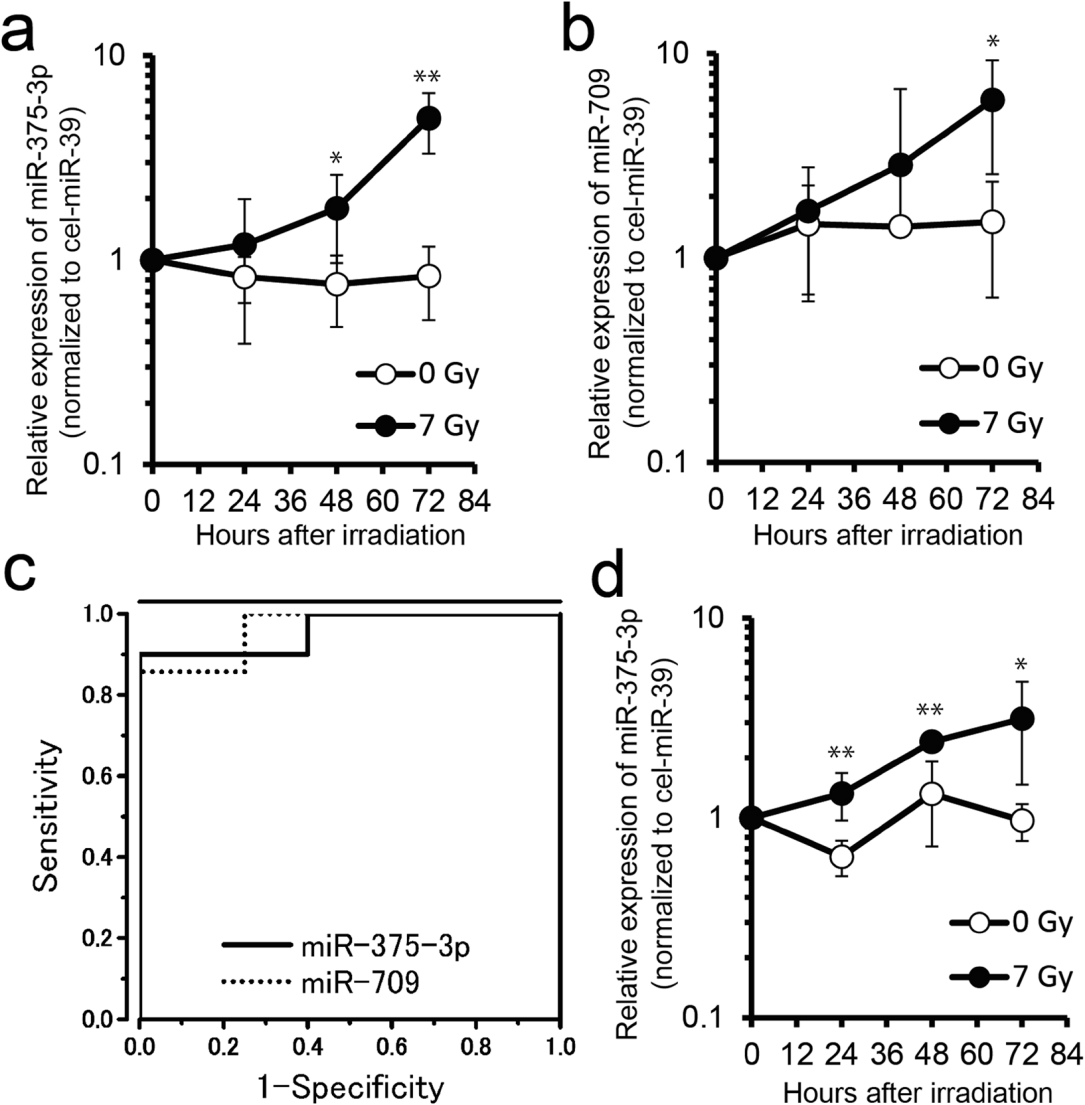
MiR-375-3p and miR-709 expression in serum of mice exposed to 7 Gy of X-ray. (**a** and **b**) Total serum RNAs were extracted from 50 μl aliquots. The expression of (**a**) miR-375-3p and (**b**) miR-709 in serum of mice at 0 h, 24 h, 48 h and 72 h after 7 Gy X-irradiation (each *n* = 4−7), measured by reverse transcription quantitative polymerase chain reaction (RT-qPCR). (**c**) Receiver-operating characteristic (ROC) analysis of miR-375-3p and miR-709 at 72 h after irradiation between 0 Gy and 7 Gy (each *n* = 7−10). (**d**) The expressions of miR-375-3p in extracellular vesicles (EVs) derived from serum of 7 Gy irradiated mice (each *n* = 5−7). EVs were collected using ExoQuick reagent (System Biosciences). Cel-miR-39 was used as external control. Expression levels of miR-375-3p and miR-709 were determined by RT-qPCR using the comparative Ct methods. Statistical significance was examined by Student’s *t*-test (*P ≤ 0.05, ** *P* ≤ 0.01 vs 0 Gy).

In order to investigate whether serum miR-375-3p is expressed inside EVs, we isolated RNAs from EV pellets collected using an ExoQuick Solution (System Biosciences, San Francisco, CA, USA) and then performed RT-qPCR. The expression of miR-375-3p in serum was significantly increased at 24 h, 48 h and 72 h after 7 Gy irradiation as compared with 0 Gy: respectively, 2.07-fold (*P* ≤ 0.01), 1.82-fold (*P* ≤ 0.01) and 3.23-fold (*P* ≤ 0.05) (Fig. 3d). This result suggests that EVs are the origin of increased serum miR-375-3p levels in irradiated mice.

### MiR-375-3p and miR-709 are highly expressed in pancreas of control mice

In order to identify the possible origin of the radiation-induced miR-375-3p and miR-709 in sera of mice, we analyzed the expressions of miR-375-3p and miR-709 by RT-qPCR in various cells and organs of the control animals. Total RNAs from PWBC and bone marrow cells as well as from 18 organs (brain, eyeball, salivary gland, thymus, heart, liver, stomach, pancreas, kidney, spleen, lung, testis, prostate, bladder, seminal gland, intestine, colon and muscle) were extracted using the Isogen II reagent for RT-qPCR. MiR-375-3p and miR-709 was highly expressed in pancreas (Fig. 4a and b). This suggests that the high, radiation-induced levels of miR-375-3p and miR-709 in serum may be released from this organ.

**Figure 4:**
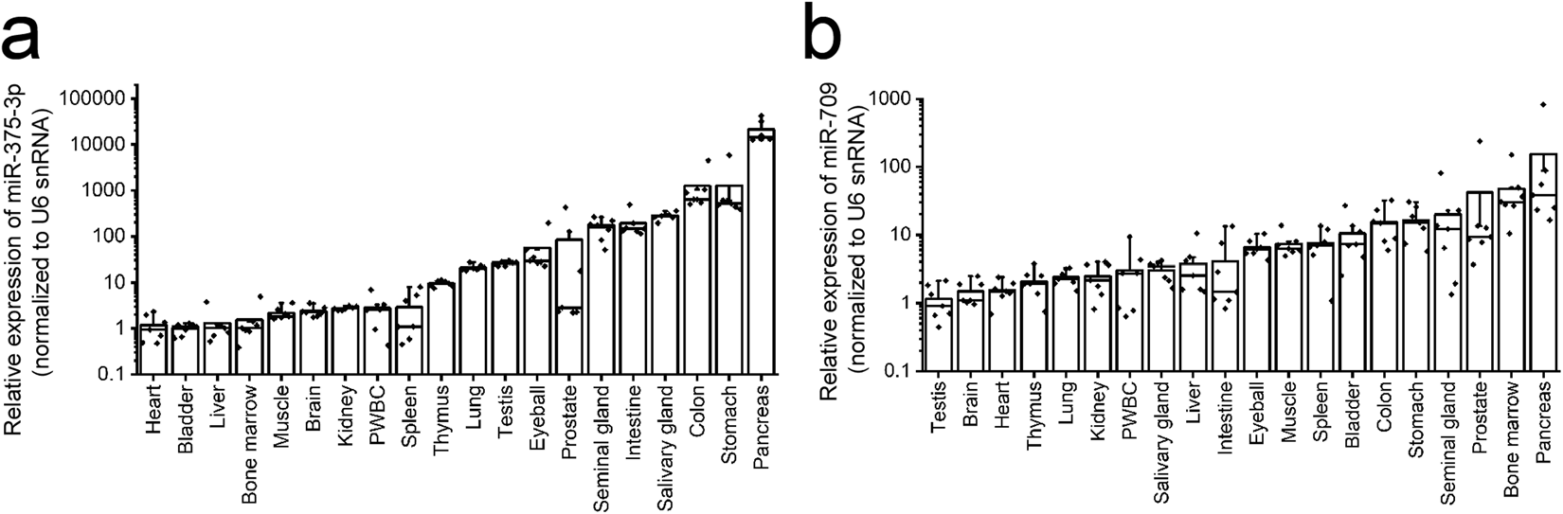
High expression of miR-375-3p and miR-709 in pancreas. (**a** and **b**) The expression of (**a**) miR-375-3p and (**b**) miR-709 in organs/cells of control mice (each *n* = 6−7). Total RNAs from 2 cell systems [peripheral white blood cells (PWBC) and bone marrow cells] and 18 organs (brain, eyeball, salivary gland, thymus, heart, liver, stomach, pancreas, kidney, spleen, lung, testis, prostate, bladder, seminal gland, intestine, colon and muscle) were extracted using Isogen II reagent (Nippongene) for RT-qPCR. Expression values of miR-375-3p and miR-709 were determined by the comparative Ct method and normalized using the values of heart and testis set at 1.0, respectively. U6 small nuclear RNA (snRNA) was used as an internal control.

### Radiation-induced cell death triggers decrease of miR-375-3p expression in pancreas and intestine

The function of miR-709 in pancreas is not clear, whereas it is reported that miR-375-3p is expressed in pancreatic beta cells and regulates the secretion of insulin^27,28^. In order to analyze whether the release of miRNAs into the blood stream correlates with radiation-induced cell death in pancreatic beta cells, we performed double staining of terminal deoxynucleotidyl transferase mediated deoxyuridine triphosphate nick end labeling (TUNEL) and immunohistochemistry of insulin in mouse pancreas. The results indicated that a dose of 7 Gy induced cell death in pancreatic beta cells (Fig. 5a). In addition, we investigated the expressions of miR-375-3p and miR-709 in pancreas exposed to 7 Gy of X-rays. The expressions of miR-375-3p in pancreas significantly decreased at 48 h and 72 h after 7 Gy irradiation compared with 0 Gy: respectively, 0.68-fold (*P* ≤ 0.05) and 0.41-fold (*P* ≤ 0.01) (Fig. 5b). However, there were no significant differences of the expression of miR-709 in pancreas at 24 h, 48 h and 72 h after 7 Gy irradiation compared with 0 Gy (Fig. 5c).

**Figure 5:**
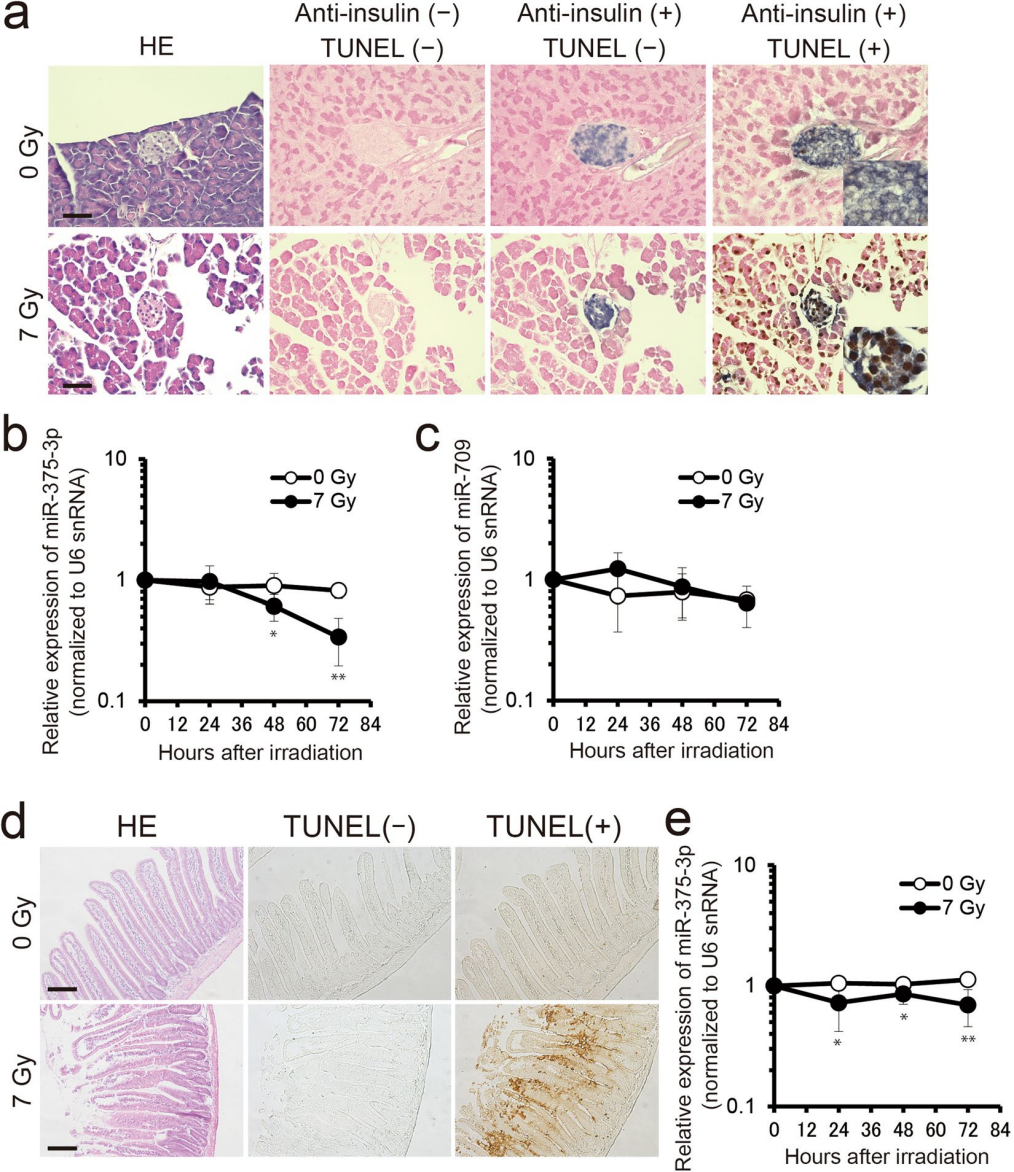
The expression of miR-375-3p decreases in irradiated pancreas and intestine. (**a**) Double staining of terminal deoxynucleotidyl transferase mediated deoxyuridine triphosphate nick end labeling (TUNEL) and immunohistochemistry of insulin in pancreas of control mice and at 72 h after 7 Gy X-irradiation. Hematoxylin and eosin (HE) staining was performed to visualize the fine structures of tissues. Scale bars, 50 μm. (**b** and **c**) The expressions of miR-375-3p and miR-709 measured by RT-qPCR in pancreas at 0 h, 24 h, 48 h and 72 h after 0 Gy and 7 Gy of X-irradiation (each *n* = 6−7). (**d**) TUNEL staining in intestine of mice at 72 h after 7 Gy irradiation. Scale bars, 50 μm. (**e**) The expressions of miR-375-3p in intestine by RT-qPCR at 0 h, 24 h, 48 h and 72 h after 0 Gy and 7 Gy irradiation of X-ray (each *n* = 5−7). U6 snRNA was used as an internal control. Statistical significance was examined by Student’s *t*-test (*P ≤ 0.05, ** *P* ≤ 0.01 vs 0 Gy).

As shown in Fig. 4a, miR-375-3p is also expressed in the intestine. Therefore, we analyzed cell death and the expressions of miR-375-3p in this organ. Cell death was partially induced in intestine of mice exposed to 7 Gy of X-ray (Fig. 5d). MiR-375-3p in intestine decreased at 24 h, 48 h and 72 h after 7 Gy irradiation as compared with 0 Gy: respectively, 0.69-fold (*P* ≤ 0.05), 0.83-fold (*P* ≤ 0.05) and 0.62-fold (*P* ≤ 0.01) (Fig. 5e). These results suggest that miR-375-3p may leak from cellular to extracellular space due to radiation-induced cell death such as apoptosis and/or necrosis.

### MiR-375-3p is released from pancreatic beta cells exposed to 7 Gy of X-ray to extracellular space *in vitro*

In order to analyze whether pancreatic beta cells release miR-375-3p to extracellular space following high dose radiation exposure, we investigated the expression of miR-375-3p in culture supernatants of pancreatic beta cells RIN-5F exposed to 7 Gy of X-rays. RIN-5F cells expressed miR-375-3p and U6 snRNA (Fig. 6a) indicating that they have the characteristics of pancreatic beta cells. In order to analyze cell death in RIN-5F exposed to 7 Gy of X-rays, propidium iodide (PI) staining and flow cytometry analysis was performed at 72 h p.r. PI positive cells significantly increased at 72 h after 7 Gy irradiation compared with 0 Gy (*P* ≤ 0.01) (Fig. 6b). Next, we investigated whether the released miR-375-3p is free or exists inside EVs in culture medium. We analyzed the expression of miR-375-3p using culture supernatants centrifuged at 12,000 G (including free-miR-375-3p, large EVs, and small EVs), supernatants centrifuged at 12,000 G (including free-miR-375-3p and small EVs), and EV pellets centrifuged at 110,000 G (Fig. 6c). The results demonstrated that miR-375-3p released from RIN-5F cells exposed to 7 Gy of X-rays was included inside EVs. These results suggest that radiation-induced death of pancreatic beta cells is associated with the release of EVs containing miR-375-3p.

**Figure 6:**
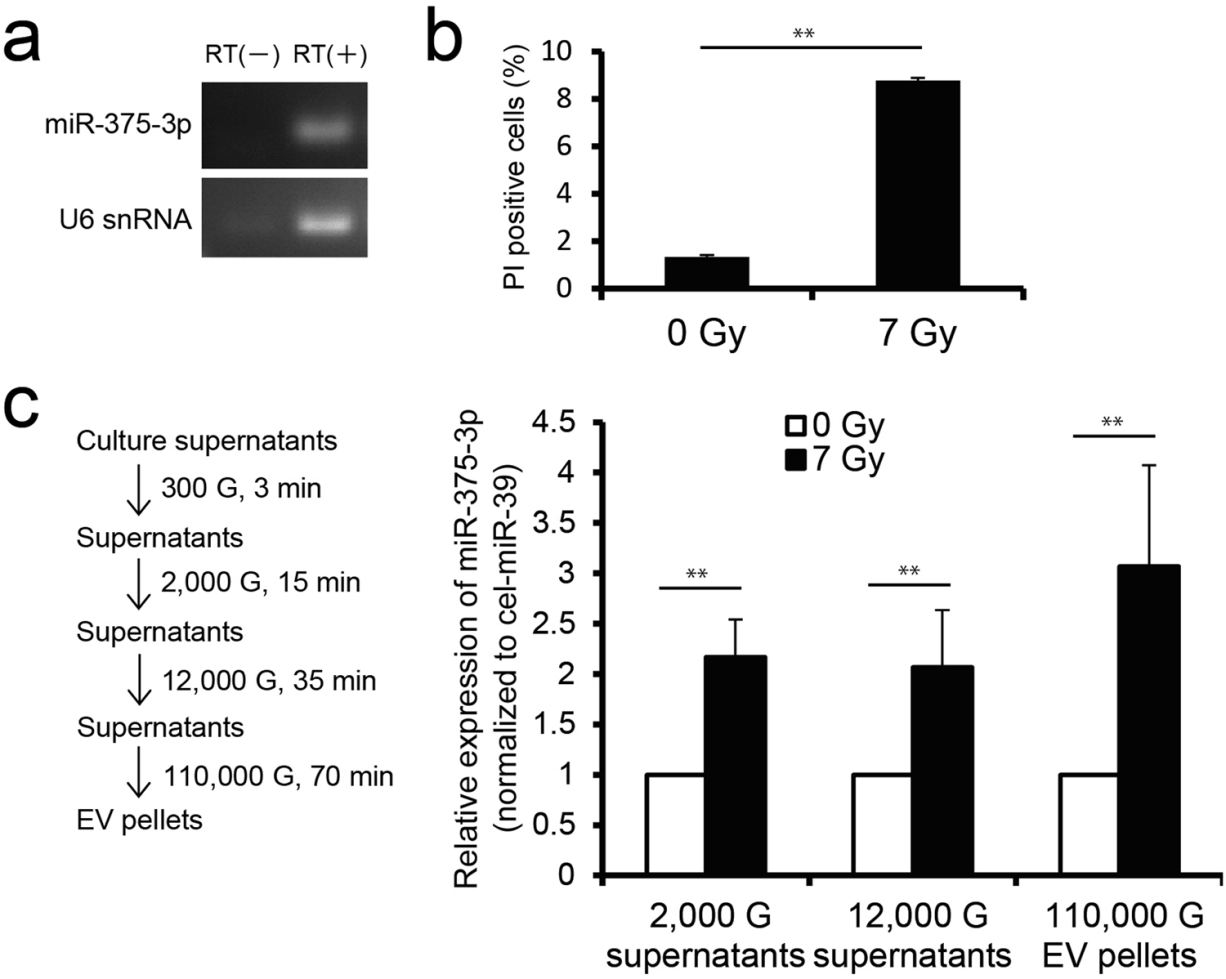
The expression of miR-375-3p in pancreatic beta cell RIN-5F exposed to 7 Gy of X-rays. (**a**) The expression of miR-375-3p and U6 snRNA in pancreatic beta cell RIN-5F by RT-PCR and electrophoresis using 4% agarose gel and ethidium bromide. Negative control was not included in the reverse transcription (RT) reaction. (**b**) Detection of propidium iodide (PI) positive cells by flow cytometry. PI positive cells significantly increased at 72 h after 7 Gy irradiation compared with 0 Gy. (**c**) The expression of miR-375-3p in each centrifuged supernatant and EV sample from RIN-5F cells. Cel-miR-39 was used as external control. Expression levels of miR-375-3p were determined by RT-qPCR using the comparative Ct methods. The data are expressed as means ± standard deviations (each *n* = 4). Statistical significance was examined by Student’s *t*-test (**P ≤ 0.01 vs 0 Gy).

## Discussion

The aim of this study was to identify radiation-responsive serum miRNAs in mice exposed to a high dose of X-rays. We found that serum miR-375-3p and miR-709 increased in mice exposed to an X-ray dose of 7 Gy which induced a strong ARS. In addition, we could show that radiation-induced cell death in pancreas and intestine is the major source of the high miR-375-3p level in blood serum. The origin of miR-709 remains unclear.

Our results suggest that radiation-induced injury in the pancreas and intestine is the source of increased miR-375-3p in serum. Therefore, elevated miR-375-3p in serum may be a predictor of tissue damage by exposure to a high radiation dose. This is of particular interest in view of the results from several other groups, who tried to identify miRNAs which are predictive for hematologic ARS. For example, Jacob *et al*. reported that miR-150, abundant in lymphocytes, exhibited a dose and time dependent decrease in mouse serum^25^. Port *et al*. showed that miR-342-3p was the candidate for prediction of hematologic ARS in baboons^29^. Acharya *et al*. reported that miR-30a-3p and miR-30c-5p increased after exposure to a lethal radiation dose^30^. These studies showed differentially expressed serum miRNAs after varying doses of IR which potentially can predict hematologic ARS. However, the mechanisms of their differential expression as well as their origin were not identified. It remains unclear why each study identified a different miRNA as biomarker of exposure. An obvious explanation is that this is due to the use of various species or inbred mouse strains. If this is the reason, then an individual analysis of many people exposed to high radiation doses, such as during the course of radiotherapy, is necessary for identifying appropriate human miRNA biomarkers. Nevertheless, our results and those of others demonstrate the high potential of miRNAs as biomarkers of exposure. The miRNA expression in human cells exposed to a high dose radiation can result in a different cellular response than that induced by a low dose. Chaudhry *et al*. reported that let-7e or *c-Myc* related miRNAs (miR-17-3p, miR-17-5p, miR-19a, and miR-142-5p) were downregulated after 3 h following 100 mGy acute dose in AG1522 normal human skin fibroblasts, but were upregulated after 3 h following 4 Gy acute dose^31^. This indicates that the expression patterns of miRNAs differ after exposure to low and high doses. Consequently, it is possible that miR-375-3p is not a suitable marker of exposure to low radiation doses. This issue requires further analysis because the generally accepted consensus dose for human triage after radiation exposure is 2 Gy.

High-dose IR induces DNA damage and then cell death such as apoptosis or necrosis^32^. Apoptotic cell death is associated with the release of microparticles (apoptotic bodies) which carry miRNAs^33–35^. On the other hand, necrotic cell death leads to the release of intracellular components such as miRNAs to extracellular space. We observed a high level of cell death in pancreatic beta cells and intestine following exposure of mice to 7 Gy of X-rays (Fig. 5a and d). This observation correlated with a significant reduction of the miR-375-3p level in these organs (Fig. 5b and e), which suggests that miR-375-3p may be released from cellular to extracellular space by radiation-induced cell death, leading to its high expression in blood serum (Fig. 6).

A deeper analysis is necessary to identify the relationship between the radiation dose and serum miR-375-3p expression. Analysis of serum miR-375-3p expression as a first screening test of many specimens may be helpful for predicting a strong ARS. The advantage of such test is its speed. It takes over 50 hours from blood sampling to dose assessment by the dicentric and PCC assays^36^, and the processing of blood samples is the bottleneck of these assays when it comes to their use as ‘triage’ tests in large scale radiological emergencies. In our laboratory, it takes about one day (including blood sampling, RNA extraction, synthesis of cDNA and RT-qPCR) for the analysis of serum miR-375-3p. Importantly, the miRNA assay can be further accelerated. For example, changing from a standard RT-qPCR to one-step RT-qPCR performed in one PCR tube and the use of TaqMan MiRNA Cells-to-C_T_ kit (Thermo Fisher Scientific) for quantifying the expression levels of miRNAs directly from lysates may make it possible to reduce the time of analysis to a few hours^37,38^. The development and standardization of suitable tools for diagnosis of miRNA detection in human body fluids is necessary, as reagents for research described above are not used for diagnosis of human disorders.

We found that serum miR-375-3p increased after 48 h and 72 h in mice exposed to an X-ray dose of 7 Gy (Fig. 3a). Biomarkers with an even better time-response may be necessary for quick dosimetric triage in an emergency. Templin *et al*. showed that 45 miRNAs were upregulated 4 h after irradiation with 1.25 Gy X-rays in peripheral blood of radiotherapy patients^39^. However, application of the Paxgene Blood RNA Kit (Qiagen) results in the isolation of total RNA from white blood cells and not the serum. It is known that white blood cell numbers change as a consequence of radiation exposure and this may be a confounding factor in the use of RNA for biodosimetry. Therefore, the identification of novel early miRNA biomarkers for radiation dosimetry in serum is needed.

Using a nanoString nCounter mouse miRNA expression assay (nanoString Technologies), Jacob *et al*. reported that serum miR-375-3p in mice increased already after 24 h following 8 Gy irradiation^25^. 8 Gy is higher than the dose used by us, but it is possible that serum miR-375-3p might serve as an early biomarker of a strong ARS after doses in excess of 7 Gy. It is unclear whether other miRNAs except for miR-375-3p may serve as biomarkers of a strong ARS.

As external control we used the synthesized cel-miR-39 derived from *C*. *elegans* which is not expressed in mammals. Cel-miR-39 was used by a number of researchers^40–42^ for normalization of miRNAs. However, a suitable internal control in body fluids has not yet been discovered. Xiang *et al*. reported that U6 snRNA is not suitable as an internal reference gene in studies of circulating miRNA because the U6 expression gradually decreased after freezing and thawing^43^. It would be desirable to set up an international expert group to discuss the possibility of establishing an international standard for circulating miRNAs.

MiR-375-3p which is highly expressed in pancreatic beta cells regulates the expression of pyruvate dehydrogenase kinase, isozyme 1 (*Pdk1*) and myotrophin (*Mtpn*) mRNAs^44,45^. Moreover, it regulates the development of beta cells and the secretion of insulin by up-/down regulation of *Pdk1* and *Mtpn* mRNAs^28,46,47^. It was reported that miR-375-3p increases in mouse plasma of type I diabetes model mice treated by streptozotocin which specifically injures pancreatic beta cells^48^. It indicates that injury of pancreatic beta cells is the major source of increased miR-375-3p levels in the blood. If point-of-care testing of serum/plasma miR-375-3p as a biomarker of type I diabetes develops, this system may be able to be used as a biomarker of a lethal dose received by victims of severe radiation accidents.

## Methods

### Ethic statement

All experiments were performed in accordance with guidelines for Animal Experimentation of Hirosaki University, and the procedures were approved and monitored by the Animal Research Committee of Hirosaki University (approved number: G12003).

### Mice and X-ray irradiation

Male C57BL/6NJcl mice were delivered at 7 weeks of age from the breeding facilities of Clea, Japan. 8 weeks old mice were exposed to X-rays (MBR-1520R-3 X-ray machine, Hitachi Medical Corporation, Tokyo, Japan) at a dose rate of 1.0 Gy/min (150 kVp, 20 mA, 0.5 mm aluminum and 0.3 mm copper filters). The irradiated and non-irradiated mice were sacrificed after 0 h, 24 h, 48 h, and 72 h p.r. for collection of blood and organ tissues. The numbers of mice used for each experiments are indicated in figure legends. Sera were obtained from blood using BD Microtainer tubes with serum separator additive BD Microgard closure (Becton Dickinson Biosciences, Rockville, MD, USA). EVs in serum were collected using an ExoQuick Solution (System Biosciences). The number of PWBCs and bone marrow cells were counted using the Burker-Tulk solution and a counting chamber.

For tissue analyses, tissues from mice were first fixed *in situ* by perfusion with 4% (w/v) ice-cold paraformaldehyde solution (PFA) in Dulbecco’s phosphate-buffered saline (D-PBS, pH7.2). The resulting tissues were excised and further fixed overnight in the 4% PFA solution. Bones were demineralized for 1 week using a 10% (w/v) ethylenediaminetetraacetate acid solution. The fixed tissues were embedded in paraffin and 4 µm sections were cut. Sections were placed on glass slides and subjected to hematoxylin-eosin staining, TUNEL method, and/or immunohistochemistry staining. All mice were housed in a conventional animal room with 12 hours light/dark cycles, with food and water accessible *ad libitum*.

### RNA extraction

RNAs from serum and cells/tissues were extracted using the Isogen II reagent and ethachinmate (Nippongene) according to manufacturer’s instruction. The concentration of extracted serum RNAs were examined using a Quant-iT RiboGreen RNA Reagent and kit (Thermo Fisher Scientific) and a Fluoroskan Ascent (Thermo Fisher Scientific) according to manufacturer’s instructions. In addition, the peaks of small RNAs were confirmed using Agilent 2100 Bioanalyzer and Agilent RNA 6000 Pico kit (Agilent Technologies), according to manufacturer’s instructions. The quality and concentration of cells/tissues RNAs were assessed using the NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). All cell/tissue RNA samples had 260/280 nm absorbance ratios of 1.8–2.0.

### Microarray analysis

Cy3-labeled miRNA was synthesized from 30 ng total RNA of irradiated (7 Gy) and non-irradiated (0 Gy) sera using a miRNA Complete Labeling Reagent and Hyb kit (Agilent Technologies). A SurePrint G3 mouse miRNA microarray slide (8 × 60 K, Ver.21.0) was hybridized with the Cy3-labeled miRNA in a hybridization solution prepared with a Gene Expression Hybridization Kit (Agilent Technologies), following the manufacturer’s instructions. Cy3 fluorescence signal images on the slide were obtained by a SureScan microarray scanner (Agilent Technologies), and processed using the Feature Extraction version 10.7 software based on the instructions from Agilent Technologies. The expression data thus obtained were processed using GeneSpring GX14.5 software (Agilent Technologies) in order to make a normalization to percentile shift 90% of all values on the respective microarrays, followed by normalization of the median expression level of all samples. The expression profiles of miRNAs were compared, based on the fold-change of the signal values (Lower cut-off; 100) of respective genes and Student’s *t*-test. The increasing and decreasing miRNAs of more than 1.5-fold at 7 Gy against 0 Gy were selected. Results are visualized with the help of heat maps and dendrograms. The heat maps show color-coded expression levels; the color gradation from red to green indicates the expression levels from high to low. Sample trees were drawn horizontally and gene trees were drawn vertically.

### RT-qPCR

Expression levels of miRNAs from sera and/or tissues were analyzed using cDNAs that were synthesized from miRNAs using TaqMan miRNA RT kits and the prescribed 5 × RT primer (both from Thermo Fisher Scientific) according to the manufacturer’s instructions. Subsequently, qPCR for miRNAs was performed using FastStart TaqMan probe master (Roche Diagnostics, Basel, Switzerland), a 20 × probe, and a StepOne Plus real-time PCR system (Thermo Fisher Scientific) under the following conditions: 10 min at 95 °C, followed by 40 cycles at 95 °C for 15 sec and 60 °C for 60 sec. RNAs were isolated from 50 or 200 μl aliquots of sera following the addition of 5 μl of 1 nM cel-miR-39. Cel-miR-39 was used as an external control and U6 small nuclear RNA (snRNA) was used as an internal control. Expression levels were determined using the comparative Ct method. The PCR products were detected by electrophoresis using 4% agarose gel and ethidium bromide.

### TUNEL method

Paraffin-embedded sections of pancreas and intestine isolated from mice irradiated by 7 Gy of X-ray on glass slides were deparrafinized with xylene and ethanol, washed in PBS and treated with 0.3% hydrogen peroxide for 10 min. The slides were washed in PBS solution and fixed in 4% PFA solution for 15 min. The slides were treated with 20 µg/ml proteinase K solutions for 30 min at room temperature, washed in PBS solution for 5 min each time and fixed in 4% PFA solution for 5 min. To block endogenous biotin, avidin solution (Agilent Technologies) was treated for 10 min, biotin solution (Agilent Technologies) then was treated for 10 min and washed in PBS. The cell death assay was performed using a DeadEnd Colorimetric TUNEL System (Promega, Madison, WI, USA). The slides were incubated in equilibration buffer for 10 min. To label biotinyl nucleotides in 3’-OH of DNA nick, biotinyl nucleotides and terminal deoxynucleotidyl transferase solution were treated with slides for 60 min at 37 °C. Then, the slides were washed in 2 × saline sodium citrate buffer for 15 min and PBS for 5 min. Horseradish peroxidase labeled streptavidin diluted in PBS (1:500) was dropped on the slides and incubated for 30 min. The slides were washed in PBST (PBS in 0.1% tween 20). Signals were visualized using 3,3-diaminobenzidine (Sigma-aldrich, St. Louis, MO, USA).

### Immunohistochemistry

Immunohistochemistry staining was performed for detection of insulin in pancreatic beta cells. TUNEL-stained slides were washed in water and treated with 0.2 N HCl for 15 min. The slides were treated with 10 mM citrate buffer (pH 6.0) and incubated for 10 min at 121 °C using an autoclave. Then, the slides were washed in TBS buffer (25 mM Tris-HCl and 150 mM NaCl, pH 7.2). To perform blocking, the slides were treated with the blocking solution (5% normal goat serum in TBS buffer) at room temperature for 20 min. Next, the slides were incubated with the blocking solution containing a primary rabbit monoclonal antibody directed against mouse insulin (#3014, Cell Signaling Technology, Danvers, MA, USA) at a 1:2000 dilution at room temperature for 60 min. The slides were washed three times with TBS buffer and incubated at room temperature for 60 min with an goat anti-rabbit IgG alkaline phosphatase-conjugated secondary antibody (#7054, Cell Signaling Technology) prepared in the blocking solution at a 1:5000 dilution. The slides were washed twice with NT buffer (150 mM NaCl and 100 mM Tris-HCl, pH 7.5) for 5 min and once with NTM buffer (100 mM NaCl, 50 mM MgCl_2_ and 100 mM Tris-HCl, pH 9.5) for 5 min. Signals were detected with the nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl-phosphate (NBT/BCIP) working solution [NBT/BCIP stock solution (Sigma-aldrich) prepared in the NTM buffer with a 1:50 dilution]. The slides were washed in water and background was stained using an eosin solution. Finally, the slides were dehydrated with ethanol and xylene, and mounted using a hydrophobic mounting agent.

### Cell line and culture

The pancreatic beta cell RIN-5F was purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). RIN-5F cells were cultured in RPMI-1640 medium (Wako, Tokyo, Japan) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific), 100 U/ml of penicillin, and 100 µg/ml of streptomycin (Wako). Cells were cultured at 37 °C in a humidified atmosphere with 5% CO_2_.

### Flow cytometry

RIN-5F cells were plated on 10-cm dishes at a density of 1 × 10^6^ cells per dish in the culture medium. After 96 h, culture medium was discarded, cells were washed three times in D-PBS, and 10 ml culture medium was added to each dish. RIN-5F cells were then exposed to 7 Gy of X-rays at a dose rate of 1.0 Gy/min. After 72 h, the medium was used for purification of EVs as described below. The irradiated RIN-5F cells were collected and stained by PI solution. PI positive cells were detected using a Cytomics FC500 (Beckman Coulter, Brea, CA, USA).

### Purification of EVs from culture medium

Cell culture medium samples described above were centrifuged at 300 × G at 4 °C for 3 min to remove floating cells. The supernatants were then centrifuged at 2,000 × G at 4 °C for 15 min, and RNAs were extracted from 200 µl of the collected supernatants using Isogen II reagents. Furthermore, the collected supernatants were centrifuged at 12,000 × G at 4 °C for 35 min, and RNAs were extracted in the same way. Finally, the supernatants were ultracentrifuged at 110,000 × G at 4 °C for 70 min in an Optima TLX Ultracentrifuge (Beckman Coulter) to collect EV pellets.

### Statistical analysis

Statistical analysis was performed using Excel 2010 (Microsoft, Redmond, WI, USA) with the add-in software Statcel 3 (OMS publishing Inc., Saitama, Japan) and the Origin software package (OriginLab Pro v8.1; Northampton, MA, USA). Survival differences were examined by the log-rank test. Statistical significance (*P* ≤ 0.05) was examined by Tukey-Kramer test for multiple comparisons. Student’s *t*-test was used to compare the results of two groups.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Serum miR-375-3p increase in mice exposed to a high dose of ionizing radiation
**Source:** Sci Rep. 2018 Jan 22;8:1302. doi: 10.1038/s41598-018-19763-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Serum miR-375-3p increase in mice exposed to a high dose of ionizing radiation

Mitsuru Chiba<sup>1,\*</sup>, Satoru Monzen<sup>2</sup>, Chihiro Iwaya<sup>3</sup>, Yuri Kashiwagi<sup>3</sup>, Sunao Yamada<sup>3</sup>, Yoichiro Hosokawa<sup>2</sup>, Yasushi Mariya<sup>4</sup>, Toshiya Nakamura<sup>1</sup>, and Andrzej Wojcik<sup>5,6</sup>

**Supplementary Table S1. Expression of increasing 12 miRNAs and decreasing 6 miRNAs in serum of mice exposed to 7 Gy of X-rays.**

| <b>miRNA name</b> | <b>Fold changes</b> | <b>Regulation</b> | <b>miRBase accession numbers</b> |
|-------------------|---------------------|-------------------|----------------------------------|
| mmu-miR-5126      | 3.11692             | Up                | MIMAT0020637                     |
| mmu-miR-8110      | 3.18392             | Up                | MIMAT0031416                     |
| mmu-miR-3473b     | 1.81603             | Up                | MIMAT0020367                     |
| mmu-miR-5100      | 2.29878             | Up                | MIMAT0020607                     |
| mmu-miR-709       | 2.93291             | Up                | MIMAT0003499                     |
| mmu-miR-3470a     | 2.43230             | Up                | MIMAT0015640                     |
| mmu-miR-375-3p    | 2.49345             | Up                | MIMAT0000739                     |
| mmu-miR-3473f     | 3.04175             | Up                | MIMAT0031390                     |
| mmu-miR-1897-5p   | 4.79886             | Up                | MIMAT0007864                     |
| mmu-miR-5128      | 3.45978             | Up                | MIMAT0020639                     |
| mmu-miR-7082-5p   | 2.50765             | Up                | MIMAT0028070                     |
| mmu-miR-7118-5p   | 2.63865             | Up                | MIMAT0028133                     |
| mmu-miR-29a-3p    | -4.27230            | Down              | MIMAT0000535                     |
| mmu-miR-140-3p    | -6.55231            | Down              | MIMAT0000152                     |
| mmu-miR-92a-3p    | -7.76988            | Down              | MIMAT0000539                     |
| mmu-miR-30e-5p    | -2.77734            | Down              | MIMAT0000248                     |
| mmu-miR-222-3p    | -3.55784            | Down              | MIMAT0000670                     |
| mmu-miR-425-5p    | -3.13122            | Down              | MIMAT0004750                     |

How the deposited data were processed for this re-analysis (not part of the article)

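Serum RNA of 4 non-irradiated (0 Gy) and 4 irradiated (7 Gy) mice was hybridised by the authors to 1 slide of 1-colour Agilent mouse miRNA arrays, 30 ng of labelled RNA per array, and the other experiments of the paper were not analysed here. The deposited intensity values are the output of Agilent Feature Extraction, in which the authors had the background subtracted and the signals of the probes of a miRNA summed, with 0.1 wherever the miRNA was not called detected and with no normalization between arrays. The software's version is 10.7 in the paper's methods and 11.5 in the submitters' processing notes. The spot signals and the median spot and background signals of the same scans were used only in alternatives. Control probes were left out, no spot was saturated, and the labelling and hybridization spike-ins were read as Feature Extraction reports them.

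From there each array was scaled so that its 90th percentile over the 1881 mouse miRNAs equalled the geometric mean of the 8 arrays' 90th percentiles, values under 100 were set to 100, and log2 was taken. The percentile shift is that of the methods, and their lower cut-off of 100 was read as a floor, although they do not say whether low values were replaced or filtered out. The fold changes of Supplementary Table S1 were matched more closely with no floor, so that the floor may differ from the paper's processing. The later centring of each miRNA on its median changes no difference between groups and was left out. A miRNA was tested if it was called detected on at least 3 of the 8 arrays, whatever their group, and did not lie at the floor on all 8 arrays (208 miRNAs). There were 1077 miRNAs detected on no array and 311 detected on all 8. The 2 groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment, no covariate and no replicate block, since the methods use none. Single values were compared with two-sided exact permutation tests over the 70 arrangements of 8 arrays, of which the smallest p is 0.0286. Lists of miRNAs were compared with camera at a preset correlation of 0.01, then with an estimated correlation and with fry, for lists with at least 3 tested members. A camera test also set miRNAs with a miRBase number of 1000 or more against the others. That class was chosen after reading Supplementary Table S1.

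The lists, the rule for the miRNAs named and the alternatives were fixed before the data were examined, except where a setting is said to have been chosen after seeing the data. The 17 lists were the miRNAs that the paper names from other studies, those of pancreatic islet, pancreatic acinar, epithelial, intestine, liver, lymphocyte, myeloid, erythroid, platelet and endothelial, muscle and brain origin, the miR-17-92 and paralogous clusters, the let-7, miR-30 and miR-29 families, and p53-responsive miRNAs. The named miRNAs were those of Supplementary Table S1, whose values had been seen, those the paper names from other studies, the 10 largest called rises and 10 largest called falls with groups that did not overlap and detection in both groups, with remaining places filled by the smallest unadjusted p among miRNAs that did not overlap, and in each list up to 4 tested members with the highest mean signal. The tests were checked on 20 simulated data sets made from these arrays with known changes. The list test found the planted list in 20 of 20 and a random list in 0, in data where miRNAs vary independently of each other. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

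The alternatives covered other percentiles, quantile normalization, no scaling, spike-in scaling, other floors, the spot signals, normexp background correction with an offset of 50 (on median spot signals in place of the mean ones first chosen, which the files used here do not hold, and with no floor), the filter on detection, the variance prior, array weights, the methods' t-test at 1.5-fold and 2.0-fold and after adjustment, the replicate number as a block, the slide row as a block and leaving out each array. Added after seeing the data were scaling to the labelling or the hybridization spike-ins alone, the labelling spike-in signal as a covariate, leaving out the arrays whose labelling spike-ins were out of range, and other filters with the methods' t-test. No sequences of the probes or miRNAs were at hand, so that GC content was not tested.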

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

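The tests on the labelling of the arrays and the counts of splits for the class difference, for the lists and within slide rows were chosen after their results were seen.

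Between 7 Gy and 0 Gy 8 miRNAs passed, and of the 35 splits of the 8 arrays into 4 and 4, 2 called at least as many miRNAs as the real one, so that chance cannot be excluded for this count. The other split was the only one of the 34 other splits to call any miRNA: it called 61 and parted 0 Gy replicates 1, 2 and 4 with 7 Gy replicate 2, the 4 arrays with the highest labelling spike-in signal, from the remaining arrays, which points to a structure of the samples along the labelling. With the slide row as a block the real split called 26 and the highest other 0 among the 18 splits with 2 arrays of each row on either side, which are too few for a share under 0.05. With the labelling signal as a covariate the log2 fold changes of the 8 miRNAs were in the median 0.675 of those without it (from 0.507 to 0.976), and none passed, with 1 fewer degree of freedom: in 4 the standard error was larger (miR-3470a went from 1.29 with 0.18 to 1.26 with 0.27) and in 4 the fold was smaller with a smaller standard error (miR-5128 went from 1.80 with 0.37 to 0.91 with 0.20). For the 8 miRNAs as a set irradiation and labelling cannot be told apart, since only 1 irradiated array, 7 Gy replicate 2, had labelling spike-ins in range. However, miR-3470a kept 0.976 of its log2 fold change, and that of miR-375-3p was larger with the covariate, 1.78, than without it. miR-130b-3p kept 0.880, which decides nothing. It lay at the floor on all 4 irradiated arrays, where its signal cannot vary with the labelling.

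The miRNAs with a miRBase number of 1000 or more, a class chosen after reading Supplementary Table S1, lay higher at 7 Gy against the others by 0.66 on the log2 scale. Under the other scalings set beforehand the difference kept at least 0.834 of its size. For those with 1 factor per array this decides nothing on the percentile scaling, since such a factor can move a difference between classes only through the floor. Quantile normalization, which is not 1 factor per array, gave 0.64, so that the difference was not specific to the percentile scaling. Other splits gave as large a difference in 5 of 35 cases, the real one included, with 0.95 as the highest, in the split along the labelling, and 0.70 in the split by slide row (within rows 1 and 2 the class difference between doses was 0.51 and 0.66), so that chance is not excluded. Of the 18 splits with 2 arrays of each row on either side, 2 gave as large a difference, the real one included, with 0.69 as the highest other. With the labelling signal as a covariate the difference kept 0.140 of its size, and among non-irradiated arrays it was highest on the one with the lowest labelling signal, which is consistent with a lower labelling yield as a candidate explanation. An effect of irradiation on the serum stays open as untested, and GC content could not be tested without sequences.

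Among the 6 lists that shifted down were lymphocyte and myeloid miRNAs, though with an estimated correlation no list passed (adjusted p = 0.265 for lymphocyte, myeloid and erythroid miRNAs from limma's camera). Other splits shifted as many lists in 2 of 35 cases, the real one included, with 7 lists as the highest, again along the labelling, and 26 of the 34 other splits shifted at least 1 list, so that chance is not excluded. Among the 18 splits with 2 arrays of each slide row on either side, the highest other shifted 5 lists against 6. With the row as a block, 4 of these 18 shifted at least 6 lists, the real one included. The median log2 fold change of the 14 tested erythroid, lymphocyte and myeloid miRNAs was −0.54, and with the labelling signal as a covariate −0.036, which is 0.0667 of it but decides nothing, since 9 members then lay below 0 and 5 above, so that for these miRNAs irradiation and labelling cannot be told apart. Between the groups haemolysis could not be told apart from labelling. In 2 of 2 groups the array with the highest erythroid mean also had the highest mean of the decreasing miRNAs of Supplementary Table S1. However, the same arrays had the highest labelling signal. Within 0 Gy the erythroid mean was 11.28, 9.32 and 9.15 on replicates 2, 3 and 4, at labelling signals of 3.45, 2.73 and 3.37. These values argue against labelling alone as the source of the erythroid spread among the 0 Gy arrays. The erythroid list's adjusted p was 0.0571, or 0.0389 with the slide row as a block (from 2.4e-05 to 0.955 over the alternatives, camera). This does not show the absence of a shift that had been named beforehand as evidence against haemolysis. A loss of blood cells after 7 Gy stays open as the biological explanation and was not tested on these arrays.

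Of 121 groups of 4 values, 31 had 1 array far from the other 3 (by the gap to the nearest array over the whole range, against Dixon's 95% critical value), where chance gives about 1 in 20. In 26 of these the other 3 arrays lay at the floor of 100, which meets the criterion by itself, and in 17 the far array was 7 Gy replicate 2. With the others at the floor, 7 Gy replicate 2 had a scaled signal of 111 for miR-30c-5p, 226 for miR-19a-3p, 969 for miR-25-3p, 146 for let-7b-5p, 230 for miR-192-5p, 806 for miR-122-5p, 1567 for miR-21a-5p, 215 for miR-223-3p, 14871 for miR-451a, 810 for miR-16-5p, 228 for miR-15a-5p, 377 for miR-93-5p, 113 for let-7i-5p and 170 for miR-34a-5p. It also had 849 for miR-29c-3p against at most 135 on the other irradiated arrays, and it lay below them with 507 for miR-7118-5p against at least 1903 and 151 for miR-6995-5p against at least 375. The other far irradiated array was 7 Gy replicate 1 with 309 for miR-425-5p. On 0 Gy replicate 1 the signal was 229 for miR-19a-3p, 245 for miR-103-3p, 153 for miR-148a-3p, 145 for miR-215-5p, 133 for miR-146a-5p, 125 for miR-29b-3p, 380 for miR-107-3p and 101 for miR-34a-5p with the others at the floor, and 228 for miR-1a-3p against at most 111. On 0 Gy replicate 2 miR-375-3p had 115 against at least 129, a small gap within a narrow range. 0 Gy replicate 3 had 124 for miR-17-3p and 102 for miR-721, and 0 Gy replicate 4 had 115 for miR-142a-5p, with the others at the floor.

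The paper does not report miR-3473e (log2 fold change 1.20), miR-130b-3p (−1.35), let-7b-5p (−2.50) or miR-25-3p (−3.96), which passed the test. miR-758-5p and miR-7081-5p were detected on all 4 irradiated arrays and on no 0 Gy array. Their geometric means on the irradiated arrays were 22.2-fold and 5.81-fold that of the lowest detected signals on the 0 Gy arrays. Those lowest signals belong to other miRNAs, so that these ratios are not strict lower bounds. The geometric mean scaled signals of miR-758-5p and miR-7081-5p at 7 Gy were 17.7 and 4.64, below the floor of 100, so that neither was tested.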

How the results depend on the processing

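The scalings to labelling or hybridization spike-ins alone, the labelling covariate, the arrays with labelling spike-ins in range and the t-tests with other filters were chosen after seeing the data. The scaling and the test changed how many miRNAs passed, while the direction of miR-375-3p, of miR-709 and of the difference between late-numbered miRNAs (miRBase number of 1000 or more) and early-numbered ones was the same under every alternative. The trended prior, the methods' t-test with the same floor and filter, and the 2 blocks leave every log2 fold change as it was. Their shared direction says nothing about stability. Compared with 4 higher and 4 lower, the calls were 7 and 11 with the 75th percentile of detected miRNAs, 6 and 1 with their 90th percentile, 2 and 4 with quantile normalization, 9 and 19 with a floor of 10, 5 and 10 with the processed spot signals, 2 and 13 with normexp, 0 and 4 with a trended and robust prior (37 and 24 at an unadjusted p under 0.05), 61 and 14 with array weights, 34 and 14 by the methods' t-test at 1.5-fold, 28 and 12 by the methods' t-test at 2.0-fold, 1 and 1 by the methods' t-test after adjustment, 18 and 8 with the slide row as a block, and 0 and 0 with no scaling (1 higher and 17 lower at an unadjusted p under 0.05 in limma), with a floor before scaling, which equals no scaling because every array's 90th percentile lay under the floor, and with spike-in scaling (6 and 9 unadjusted). Scaling to the labelling spike-ins gave 0 and 0 (26 and 3 unadjusted), scaling to the hybridization spike-ins 0 and 0 (10 and 11 unadjusted), the labelling spike-in covariate 0 and 0 (12 and 21 unadjusted), the arrays with labelling spike-ins in range, with 1 irradiated array assumed to vary like the others, 0 and 0 (9 and 6 unadjusted), and the methods' t-test 25 and 17 with signals of 100 in a group and 91 and 68 with no floor. Another scaling moved the median log2 fold change of all tested miRNAs, 0.17, by −0.29 (75th percentile of detected miRNAs), −0.24 (their 90th percentile), −0.11 (quantile), −0.27 (none) and 0.14 (spike-ins). Scaling to the labelling spike-ins alone moved it by 0.33, and scaling to the hybridization spike-ins alone by −0.053. The increasing and decreasing miRNAs of Supplementary Table S1 that passed, 3 and 1, became 3 and 3 with the 75th percentile of detected miRNAs, a floor of 10, the processed signals or detection on all arrays, 1 and 5 with normexp, 0 and 2 with the trended prior, 12 and 5 with array weights, 12 and 6 by the methods' t-test at 1.5-fold under all 3 filters, 11 and 6 at 2.0-fold, 1 and 0 after adjustment, 8 and 4 with the slide row as a block, and 0 and 0 with quantile normalization, no scaling, a floor before scaling, any spike-in scaling, the labelling covariate or the arrays in range. The number of lists that shifted, 6, was 0 with the 75th or 90th percentile of detected miRNAs, the labelling covariate or the arrays in range, 2 with no scaling or a floor before scaling, 5 with array weights or labelling spike-in scaling, 8 with a floor of 10 or the processed signals, 9 with spike-in or hybridization spike-in scaling, 10 with normexp, and 3 with detection on all arrays, where only 3 lists had enough members, the platelet and endothelial list and the miR-30 family among them. With the slide row as a block 6 shifted, the erythroid list in place of the miRNAs that the paper names from other studies. The late-numbered difference, 0.66, was 0.092 with the labelling covariate, 0.19 with the arrays in range, 0.20 with normexp, 0.40 with labelling spike-in scaling, 2.26 by the methods' t-test with signals of 100 in a group, and with no floor 1.70 over 633 miRNAs and 3.81 over the 208, and it ran from 0.45 to 1.07 without 1 array, the highest without 7 Gy replicate 2. With no floor, miRNAs not called detected enter through the software's value of 0.1, so that sizes under that setting partly reflect detection calls. miR-709 no longer passed with the 75th percentile of detected miRNAs (log2 fold change 0.84), their 90th percentile (1.06), quantile normalization (2.06), no scaling or a floor before scaling (0.30), spike-in scaling (1.71), normexp (0.97), the trended prior or the adjusted methods' t-test (1.56), labelling spike-in scaling (3.32), hybridization spike-in scaling (1.15), the labelling covariate (0.91), the arrays in range (0.88), the replicate block (1.56), or without any single array other than 7 Gy replicate 2. miR-375-3p passed with array weights (1.57) and by the methods' t-test at 1.5-fold and 2.0-fold (1.32). Without 1 array in turn, higher calls ran from 0 to 48, lower calls from 0 to 11, Supplementary Table S1 calls from 0 to 10 and from 0 to 5, lists from 2 to 7, miR-709 from 1.32 to 1.78 and miR-375-3p from 1.13 to 1.76, where the higher and lower calls in limma were 0 and 1, 0 and 0, 1 and 3, and 1 and 4 without 0 Gy replicates 1 to 4 (24 and 10 unadjusted without replicate 1, 23 and 12 without replicate 2) and 1 and 3, 48 and 11, 1 and 1, and 2 and 1 without 7 Gy replicates 1 to 4. The sera of one replicate number were treated as unpaired, since no label pairs them. Their deviations from the group means correlated by −0.34, 0.43, 0.55 and 0.42, and 1 of 4 numbers correlated best with its own. This cannot decide on a pairing, since replicates 1 and 2 of both groups shared slide row 1 and replicates 3 and 4 slide row 2. With the replicate block 0 miRNAs were higher and 0 lower (47 and 18 unadjusted), 0 and 0 of Supplementary Table S1 passed, 7 lists shifted and miR-709 no longer passed. Some named miRNAs that had not passed changed sign. miR-122-5p, at 0.0068, was −0.26 and −0.27 with the 75th and 90th percentile of detected miRNAs, −0.21 with quantile normalization, −0.28 with no scaling or a floor before scaling, −1.64 with a floor of 10, −0.45 with processed signals, −0.79 with normexp, −0.42 with array weights, −0.067 with hybridization spike-in scaling, −5.31 by the t-test of the methods with no floor, and −0.65 to 0.49 without 1 array. miR-34a-5p was −1.57, −0.51 and −4.39 with a floor of 10, normexp and no floor. With no scaling or a floor before scaling miR-3473b was −0.40, miR-5100 −0.055 and miR-205-5p −0.28. With quantile normalization miR-19a-3p was 0.055 and miR-30d-5p 0.079, with spike-in scaling miR-19a-3p was 0.099, miR-30a-5p 0.14 and miR-30d-5p 0.039, and with array weights miR-486a-5p was 0.12, miR-22-3p 0.0028, miR-30a-5p 0.15 and miR-30d-5p 0.015. With labelling spike-in scaling the value was 0.29 for miR-30e-5p, 0.22 for miR-425-5p, 1.16 for miR-342-3p, 0.23 for miR-19a-3p, 0.16 for miR-192-5p, 1.30 for miR-486a-5p, 1.53 for miR-22-3p, 1.39 for miR-133b-3p, 0.68 for miR-133a-3p, 0.13 for miR-106b-5p, 1.74 for miR-30a-5p and 1.65 for miR-30d-5p, and with hybridization spike-in scaling 0.072 for miR-19a-3p. With the labelling covariate it was 0.79 for miR-19a-3p, 0.65 for miR-192-5p, 0.21 for miR-21a-5p, 0.38 for miR-223-3p, 0.87 for miR-16-5p, 0.081 for miR-15a-5p, 0.30 for miR-133b-3p, 0.13 for miR-133a-3p and 1.17 for miR-106b-5p. With the arrays in range it was −0.041 for miR-7118-5p, 1.44 for miR-19a-3p, 0.032 for miR-148a-3p, 0.99 for miR-192-5p, 0.36 for miR-21a-5p, 0.33 for miR-223-3p, 0.068 for miR-451a, 0.43 for miR-16-5p, 0.53 for miR-133b-3p, 0.44 for miR-133a-3p, 1.31 for miR-106b-5p and 0.39 for miR-29c-3p. Without 1 array miR-19a-3p ran from −0.25 to 0.25, miR-192-5p from −0.52 to 0.071, miR-486a-5p from −0.99 to 0.18, miR-22-3p from −0.51 to 0.12, miR-106b-5p from −1.28 to 0.29, miR-30a-5p from −0.23 to 0.17 and miR-30d-5p from −0.39 to 0.20. The cause of these changes was not tested, apart from the labelling tests given with the patterns above. Over the alternatives chosen earlier, the named miRNAs other than miR-375-3p and miR-709 kept their direction and side of the threshold in 1383 comparisons and left it in 85, passed it in 137 and changed sign in 46, and over those chosen after seeing the data the numbers were 234, 28, 53 and 37. Testing every miRNA on the array left the same 208 and says nothing about stability, yet it supplied 65 of the 1383. The floor before scaling, which repeats no scaling, supplied another 54 of the 1383, 7 of the 85 and 4 of the 46. The 75th percentile of all miRNAs was not run because on 7 Gy replicates 1 and 3 it equals the value of an undetected miRNA, 0.1. Signal over background was low on 7 Gy replicates 1 and 3, with 7739 and 7647 probes well above background, against 15093 and 12771 on 7 Gy replicates 2 and 4 and 12557, 13150, 11187 and 11392 at 0 Gy, and 425 of the 633 miRNAs detected on at least 3 arrays lay at the floor on all arrays.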

Differences from the paper's values

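The t-tests with other filters were chosen after seeing the values. The paper reports 12 increasing miRNAs, whereas 4 were higher at an adjusted p under 0.05 from limma. The thresholds differ, since the paper used an unadjusted p of 0.05 with 1.5-fold changes. At those thresholds the methods' t-test gave 34 higher miRNAs of 208, which include all 12, and 14 lower ones, which include the paper's 6, and at the 2.0-fold changes of the legend of Fig. 2 it gave 28 and 12. Of the alternatives set before the data were examined, the floor of 10 (9 higher) and the slide row as a block (18 higher) came within 1.5 times the paper's number. The others did not: the 75th percentile of detected miRNAs gave 7, their 90th percentile 6, the processed signals and detection on all arrays 5 each, no filter 4, quantile normalization and normexp 2 each, the methods' t-test after adjustment 1, no scaling, spike-in scaling, a floor before scaling, the trended prior and the replicate block 0 each, array weights 61, and leaving out 1 array from 0 to 48. Filters chosen after seeing the values, signals of at least 100 on every array of a group and no floor, gave 25 and 91 by the methods' t-test and dropped 0 of the paper's 18 miRNAs.

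All 18 miRNAs of Supplementary Table S1 had the paper's direction, and 16 of the 18 fold changes lay within 0.05 of the paper's on the log2 scale. Of the other 2, miR-425-5p was 2.35-fold lower where the paper gives −3.13122, and with no floor, a setting chosen after seeing the values that drops 0 of the paper's 18 miRNAs, all 18 lay within 0.0047 on the log2 scale. The paper lists each as changed, and 9 of the 12 increasing ones, miR-375-3p among them, and 5 of the 6 decreasing ones did not pass limma across all miRNAs tested. Settings that called members which limma at its main setting did not were the methods' t-test at 1.5-fold (14 more members) and at 2.0-fold (13), array weights (13), the slide row as a block (8), normexp (5), the 75th percentile of detected miRNAs (4), their 90th percentile (2), a floor of 10 (2), the processed signals (2), detection on all arrays (2) and the trended prior (1), as well as leaving out 7 Gy replicate 1 (2), 7 Gy replicate 2 (11) or 7 Gy replicate 4 (1). miR-375-3p passed by the methods' t-test, with array weights and without 7 Gy replicate 4.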

Other observations

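The signals before scaling and miR-155-5p were picked out after their values were seen. Several serum miRNAs of known tissues showed no call at 72 h after 7 Gy. For some of them the floor limits what could be seen. miR-215-5p, miR-148a-3p, miR-107-3p, miR-128-3p and miR-1a-3p lay at the floor on all 4 irradiated arrays, so that they cannot show a rise. miR-192-5p, miR-122-5p and miR-34a-5p lay there on 3 irradiated arrays, and miR-34a-5p on 3 non-irradiated arrays as well. For these miRNAs the lack of a call does not show that they were unchanged. miR-24-3p, a miRNA of platelets and endothelium, had a log2 fold change of 1.44 (standard error 0.88) and miR-22-3p one of −0.23 (standard error 0.47), and the platelet and endothelial list did not pass (camera adjusted p = 0.107, 6 tested, 1 lower when adjusted over the list alone), although it did in 4 of 27 alternatives (adjusted p from 0.0015 to 0.931). The muscle miRNAs miR-133b-3p, miR-133a-3p and miR-1a-3p had −0.37, −0.97 and −0.33 (list adjusted p = 0.172, passed in 1 of 25 alternatives). Of the miR-30 family (list adjusted p = 0.0548, passed in 9 of 27 alternatives, from 2.9e-05 to 0.672), miR-30a-5p had −0.015 and miR-30d-5p −0.11, with directions that flip under quantile normalization (miR-30d-5p), spike-in scaling and labelling spike-in scaling (both). Intestinal miR-192-5p, miR-215-5p and miR-145a-5p had −0.31, −0.13 and 0.64 (list adjusted p = 0.653, passed in 0 of 24 alternatives), and the p53-responsive miR-34a-5p and miR-107-3p had 0.19 and −0.48 (list adjusted p = 0.591, passed in 1 of 26 alternatives). For both of these lists camera's direction was down and fry's up. The liver list had 2 tested members, of which miR-122-5p had 0.0068, and the pancreatic acinar (miR-148a-3p, −0.15), epithelial (miR-205-5p, 0.62) and brain (miR-128-3p, −0.53) lists had 1 tested member each. So did the pancreatic islet list, in miR-375-3p, since of the other islet miRNAs miR-184-3p was detected on all arrays under the floor, miR-7a-5p on 3 arrays, again under the floor, miR-183-5p on 2, and miR-7b-5p, miR-182-5p and miR-96-5p on none. Scaling to the labelling spike-ins also flips the direction of miR-22-3p, miR-133b-3p, miR-133a-3p and miR-192-5p, no scaling that of miR-205-5p, and the 75th and 90th percentile of detected miRNAs, quantile normalization, no scaling and hybridization spike-in scaling that of miR-122-5p.

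For miRNAs that the paper names from other studies, the arrays gave log2 fold changes of −0.27 (standard error 0.17) for miR-150-5p, −0.62 (standard error 0.54) for miR-342-3p, −0.98 (standard error 0.46) for miR-30c-5p, −0.32 for miR-103-3p, −0.079 for miR-17-3p, −0.049 for miR-142a-5p and −0.0040 for miR-19a-3p, none past the test, and scaling to the labelling spike-ins flips the direction of miR-342-3p and miR-19a-3p, the latter also under quantile normalization, spike-in scaling and hybridization spike-in scaling. The floor limits some of these sizes. All 4 irradiated arrays lay at it for miR-150-5p, miR-103-3p, miR-17-3p and miR-142a-5p. So did 2 non-irradiated arrays for miR-150-5p and 3 for each of miR-103-3p, miR-17-3p and miR-142a-5p. For miR-19a-3p 3 arrays of each group lay there. A small fold change in these miRNAs therefore does not show that they were unchanged. miR-150-5p was detected on 4 non-irradiated arrays and 1 irradiated array. Its signal before scaling was 345, 348, 4.66 and 66.2 at 0 Gy and 16.1 on 7 Gy replicate 2. miR-762 and miR-30a-3p lay at the floor on all arrays, as did miR-200b-3p and miR-17-5p, and let-7e-5p was detected on 2 arrays. The median of this list was −0.54 within slide row 1 and −0.10 within slide row 2. miR-155-5p, a lymphocyte miRNA, was detected on 3 non-irradiated arrays and on no irradiated one. Its geometric mean scaled signal at 0 Gy, with the array's lowest detected signal where it was not detected, was 4.95, below the floor of 100, so that it was not tested.

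Among miRNAs that did not pass and whose irradiated arrays all lay on one side of the non-irradiated ones, the log2 fold change was 1.66 for miR-5107-5p, 1.61 for miR-3072-5p, 1.42 for miR-721 and 1.40 for miR-6995-5p, and −1.23 for miR-186-5p and −0.88 for miR-652-3p. The red cell miRNA miR-451a had signals before scaling of 172768, 86473, 2595 and 5993 on 0 Gy replicates 1 to 4 and of 19.3, 39270, 7.11 and 14.0 on 7 Gy replicates 1 to 4.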
